# A Comprehensive Genome-Wide Study on Tissue-Specific and Abiotic Stress-Specific miRNAs in *Triticum aestivum*

**DOI:** 10.1371/journal.pone.0095800

**Published:** 2014-04-23

**Authors:** Ritu Pandey, Gopal Joshi, Ankur R. Bhardwaj, Manu Agarwal, Surekha Katiyar-Agarwal

## Abstract

Productivity of wheat crop is largely dependent on its growth and development that, in turn, is mainly regulated by environmental conditions, including abiotic stress factors. miRNAs are key regulators of gene expression networks involved in diverse aspects of development and stress responses in plants. Using high-throughput sequencing of eight small RNA libraries prepared from diverse abiotic stresses and tissues, we identified 47 known miRNAs belonging to 20 families, 49 true novel and 1030 candidate novel miRNAs. Digital gene expression analysis revealed that 257 miRNAs exhibited tissue-specific expression and 74 were associated with abiotic stresses. Putative target genes were predicted for miRNAs identified in this study and their grouping into functional categories indicated that the putative targets were involved in diverse biological processes. RLM-RACE of predicted targets of three known miRNAs (miR156, miR160 and miR164) confirmed their mRNA cleavage, thus indicating their regulation at post-transcriptional level by the corresponding miRNAs. Mapping of the sequenced data onto the wheat progenitors and closely related monocots revealed a large number of evolutionary conserved miRNAs. Additional expression profiling of some of these miRNAs in other abiotic stresses underline their involvement in multiple stresses. Our findings provide valuable resource for an improved understanding of the role of miRNAs in stress tolerance as well as plant development.

## Introduction

Bread wheat (*Triticum aestivum L*, AABBDD, 2n = 6x = 42) is a vital food crop throughout the world. However, there is an enormous gap between the supply and demand of wheat grains across the globe, especially in the Asian region [1]. This gap is mainly attributed to the constraints imposed by both pre-harvest and post-harvest determinants. The wheat crop is challenged by several biotic and abiotic factors during its life cycle. These detrimental effects are exacerbated when plants are exposed to a combination of multiple, simultaneous or sequential, stress factors [2]. To devise novel effective molecular strategies for enhancing stress tolerance, understanding the mechanism of stress perception and downstream gene regulatory pathways is of paramount importance. Several investigations have identified the molecular components that act, either individually or in liaison with other molecules, to impart stress adaptation in wheat [3], [4]. These components are, in turn, themselves regulated and therefore identification of such regulators, which fine tune the expression levels of stress-associated components and subsequently stress signaling pathways, would provide insights into the molecular mechanism of stress tolerance in wheat.

MicroRNAs (miRNAs) are crucial ubiquitous regulators of gene expression at transcriptional, post-transcriptional and translational level [5]–[7]. Functionally, miRNAs are associated with diverse biological roles, from regulating development to assisting plants combat harsh environmental conditions [8]. Contributions made by many research groups have generated a wealth of information on structure, function and regulation of miRNAs in model plants such as *Arabidopsis*, rice, *Medicago* and *Brachypodium*. Though identification of known miRNAs is relatively easier, identification of novel miRNAs has remained a challenge in the absence of complete reference genomic sequences of many economically important plants, including wheat. Nevertheless, due to the sequence conservation of miRNAs across large evolutionary distances, computational methods have been successful in identifying few miRNAs in wheat [9]–[15]. The miRBase registry (v20; http://www.mirbase.org/cgi-bin/browse.pl) contains 7385 (4025 unique) mature miRNA sequences from 72 plant species, with only 42 representative miRNA entries for *Triticum aestivum*. With the availability of next generation sequencing (NGS) there has been an unprecedented surge in genomic resources, which has subsequently led to the discovery of novel miRNAs in several non-model plant species. Few recent studies involving high-throughput sequencing have revealed additional miRNA sequences in wheat and closely related species. Wei et al. [16] performed deep sequencing of small RNAs (sRNAs) in *Brachypodium* as well as bread wheat and identified 70 known and 23 novel miRNAs. A diverse set of sRNAs was discovered in wheat plants subjected to either biotic (powdery mildew) or abiotic (high temperature) stress [16]. To ascertain whether miRNAs play any role in functioning of pollen mother cells during cold stress, sRNAs were sequenced from thermosensitive genic male sterile (TGMS) lines of wheat [17]. Out of 78 miRNA sequences identified in the study, 6 miRNAs were differentially expressed in cold stress in TGMS wheat lines [17]. In a recent study by Li et al. [18], sequencing of sRNAs along with degradome sequencing led to the identification of 32 miRNA families and confirmation of their targets.

Keeping in view the genome complexity as well as scarcity of information on hexaploid wheat miRNAs, the present study was performed to generate a comprehensive expression atlas of miRNAs in four tissues and three abiotic stress conditions by ultra-deep parallel sequencing approach combined with computational analyses. Using homology-based sequence analysis and publicly available miRNA prediction algorithms, we found that several of these miRNAs were conserved across many monocot species. A few miRNAs were detected and validated by quantitative PCR (qPCR) followed by their expression profiling in different tissues and abiotic stresses. Target genes of known as well as novel miRNAs were computationally predicted and gene ontology (GO) analysis was performed. Further, we validated the target genes of three known miRNAs using RLM-RACE and determined the expression levels of their predicted targets in various tissues/stress treatments. Mapping wheat sRNA sequences onto the genomes of closely related monocotyledonous plants highlighted extensive conservation of several miRNAs among these plants. To our understanding, this is the first comprehensive genome-wide study wherein miRNA profiling has been performed in four tissues and three abiotic stresses in wheat. We provide useful information on wheat miRNAs and their potential role in plant development and abiotic stress tolerance.

## Materials and Methods

### Plant growth and stress treatments

Wheat (*T. aestivum* cv. PBW343) seeds were surface-sterilized with 4% (v/v) sodium hypochlorite solution followed by 5–6 washes with sterile water and planted on muslin cloth for hydroponic growth under controlled conditions (temperature: 25±1°C; relative humidity: 70–75%; photoperiod: 16h light/8 h dark) in a growth room.

For the preparation of tissue-specific small RNA libraries, shoot and root tissues were collected separately from hydroponically grown seven-day-old seedlings. Mature leaf and spikelet were collected from field-grown plants 50 days after planting (DAP) and 90 DAP, respectively. Seven-day-old seedlings were employed for abiotic stress-related studies. For heat stress, seedlings were subjected to 35°C and 40°C for 30 min, 2 h, 4 h and 8 h each. Salinity stress was induced by treating the seedlings with 150 mM and 250 mM saline solution (sodium chloride) for 3 h, 6 h, 12 h and 24 h each. For water-deficit stress, seedlings were exposed to 20% PEG6000 (polyethylene glycol) and 400 mM mannitol for 1 h, 3 h, 6 h and 12 h each [19]–[22]. Tissues for all time-points of each stress were pooled to obtain four samples, which are referred to as: HS (high temperature stress), SS (salinity stress), WDS (water-deficit stress). A control sample (C) was kept as wheat seedlings grown under controlled conditions along with all the abiotic stress treatments.

For qRT-PCR experiments, tissues for all time-points were pooled for each agent/condition and eight samples thus obtained were designated as: HS_35, HS_40, SS_150, SS_250, WDS_PEG and WDS_MAN. For qPCR profiling of miRNAs in oxidative, hormone, cold stress and nutrient deprivation, seven-day-old hydroponically grown seedlings were subjected to the respective stress conditions. For oxidative stress, seedlings were treated with 10 µM methyl viologen (MV) and 10 mM hydrogen peroxide (H_2_O_2_) solution for 2 h and 4 h each. Response to several hormones was studied by treating seedlings with 1 µM brassinosteroid (BS), 50 µM gibberellic acid (GA), 100 µM methyl jasmonate (JA) and 10 µM abscisic acid (ABA) for 2 h and 4 h each. Seedlings were subjected to cold stress (CS) by placing at 4°C for 24 h and 72 h. Nutrient deficiency was mimicked by depriving nitrogen (N), phosphorus (P), potassium (K) and sulphur (S) for 72 h. All the harvested samples were immediately frozen in liquid nitrogen and stored at −80°C.

### RNA extraction, construction of small RNA libraries and deep sequencing

Total RNA was isolated from various tissues following a modified protocol by Chomczynski and Sacchi [23]. Lithium chloride method was employed for the enrichment of low molecular weight RNA (LMW) fraction [24]. Concentration of RNA was determined using spectrophotometer (Bio-Rad, USA) followed by quality analysis on MOPS-formaldehyde-agarose gel (total RNA) or TBE-urea-PAGE (LMW RNA).

For small RNA library construction, 50 µg of LMW RNA was resolved on 15% denaturing polyacrylamide gel and sRNAs in the size-range of 18–40 nucleotides (nt) were purified from the gel followed by sequential ligation with 5′ adapter and 3′ adapter. After each adapter ligation, size selection was performed using a polyacrylamide gel and ligated product was eluted from the gel. Subsequently, first strand cDNA was synthesized using Superscript II reverse transcriptase (Invitrogen, USA) and 3′ adapter-specific RT primer. The cDNA was amplified using adapter-specific sequencing primers and the amplified product was purified. Prior to sequencing, quality and quantity of the amplified small RNA-cDNA libraries was evaluated on Agilent 2100 Bioanalyzer system (Agilent Technologies, USA). Sequencing was performed using Illumina GAIIx sequencing platform at High-throughput Sequencing Facility, University of Delhi South Campus, New Delhi, India according to manufacturer's instructions (Illumina, USA). All the adapters, RT primer and sequencing primers were procured from Illumina, USA. The sequencing data was submitted to NCBI in gene expression omnibus (GEO accession no. GSE53487).

### Computational analysis of small RNA sequencing data

Purity filtered raw reads were analyzed using java-based UEA Small RNA Workbench version 2.4 [25]. Due to the unavailability of whole genome sequence of *Triticum aestivum*, sequence datasets from several resources (BACs, GSSs, ESTs available at NCBI and 5X coverage wheat genomic dataset available as EMBL/Genbank SRA accession number ERP000319) were compiled as ‘in-house wheat genome dataset’ to map putative sRNAs. UEA sRNA workbench v2.4 was employed for prediction of miRNAs and miRBase v20 database was used as a reference for identification of known and novel miRNAs. All putative miRNAs were further manually screened on the basis of criteria provided by Meyers et al. [26]. Briefly, following points were considered for miRNA prediction: (1) the mature miRNA and miRNA* (star strand of miRNA) sequence should be present in the opposite arms of the stem region of the hairpin structure with 2 nt overhangs at 3′ ends, (2) the predicted secondary structure should have lowest minimum free energy, (3) the secondary structure should not have more than 4 nt mismatches between miRNA and miRNA*.

To identify differentially expressed miRNAs in tissue-specific and abiotic stress-specific libraries, the tags or read counts were normalized. Normalization was carried out by dividing the number of reads with total number of putative small RNA population in each sample and multiplying by a million (10^6^). The obtained value was referred as TPM (tags per million). Fold change was calculated employing the formula: log_2_(treatment/control) [16].

### Validation and expression profiling of miRNAs and their target genes by quantitative PCR (qPCR)

PolyA tailing combined with qPCR method was employed for validating and evaluating the expression of predicted miRNAs [27]–[30]. For the extraction of total RNA, tissues of different time-points were pooled for each stress condition. Two µg of total RNA was polyadenylated using 1.5 U polyA polymerase enzyme (Ambion, USA) at 37°C for 1 h followed by purification using RNAeasy MinElute Cleanup Kit (Qiagen, Germany). Two µg of polyA-tailed RNA population was reverse transcribed using 1 µg RTQ primer and Superscript III reverse transcriptase (Invitrogen, USA) at 50°C for 1 h. Real-time PCR amplification was carried out using Mastercycler Realplex 2 (Eppendorf, Germany) with KAPA PROBE FAST Universal qPCR kit (KAPABiosystems, USA) according to manufacturer's instructions. Wheat 5S ribosomal RNA (GenBank accession #: FJ882478.1) was used as the endogenous control for quantification. Primer sequences employed for miRNA and miRNA* validation are presented in Table S8 in File S1.

Target prediction was performed employing psRNATarget (http://bioinfo3.noble.org/psRNATarget/) using default settings from wheat genome DFCI gene index (TAGI) release 12. To analyze the functional categories of targets, the blast2GO server was employed (http://www.blast2go.com). This server performs a homologous search against the GO database and resulting targets were further classified on the basis of their GO term enrichments. To validate the cleavage of the target by miRNA, a modified 5′ RLM-RACE was performed [31]. Initially polyA+ RNA was enriched from total RNA using PolyATtract mRNA Isolation System (Promega, USA). 25 ng of polyA+ RNA was ligated to 5′-RACE adapter and cDNA was prepared using random decamers. Two rounds of PCR were performed, first using the 5′-RACE outer primer and gene-specific outer primer followed by nested PCR employing 5′-RACE inner primer and gene-specific inner primer. Amplified products were gel purified, cloned in pGEM-T Easy vector (Promega, USA) and sequenced (Macrogen, Korea).

For the quantification of expression of putative target genes, 10 µg of total RNA was treated with DNase I (NEB, USA) and reverse transcribed using iScript cDNA synthesis kit as per manufacturer's instructions (Bio-Rad, USA). Target-specific primers were designed and amplification was performed using KAPA SYBR FAST Universal Master Mix (KAPABiosystems, USA) for real-time quantification. Wheat adenine phosphoribosyltransferase1 (APT: GenBank accession number: U22442.1) was employed as a reference gene for normalization. For all the qPCR experiments, three independent biological replicates were included. Fold-change was calculated using 2^−ΔΔCt^ method [32] and an average of three biological replicates was plotted along with calculated standard error (SE). Nucleotide sequences of primers employed for RACE and gene expression analysis are provided in Table S8 in File S1.

## Results and Discussion

The combinatorial approach of high-throughput sequencing and computational analysis of sequencing data has emerged as a gold standard for genome-wide identification of miRNAs in diverse organisms. Next generation sequencing based approaches have led to the discovery of small RNAs in plants on an unprecedented scale. Despite a few reports on miRNAs from hexaploid wheat, a comprehensive study on small RNAs from specific tissues as well as abiotic stresses is lacking. Herein, we present a detailed study on discovery of known as well as novel miRNAs in wheat in four tissues (including both vegetative: root, shoot, mature leaf and reproductive: spikelet) and in three abiotic stress conditions (high temperature, salinity and water-deficit stress).

### Sequence analysis of tissue-specific and abiotic stress-specific wheat small RNA libraries

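Small RNA was sequenced from 8 samples of bread wheat cv. PBW343, a hexaploid cereal, with 1 library for each condition. Shoot and root were taken from 7-day-old seedlings grown in hydroponics. Mature leaf was taken from field plants at 50 days. Spikelet, the flowering unit of the ear, was taken from field plants at 90 days by the paper's methods and the labels' treatment protocol. The labels' tissue field gives 50 days for the spikelet. The remaining 4 libraries were made from whole 7-day-old seedlings: untreated control (C), high temperature stress (HS, 35 and 40°C), salinity stress (SS, 150 and 250 mM sodium chloride) and water-deficit stress (WDS, 20% polyethylene glycol and 400 mM mannitol). The authors pooled all time points and agents of a stress before sequencing. Since each condition has a single library, no difference between conditions has a replicate check and no p-value is given, and a ratio of 2 libraries compares those libraries and not the conditions. The authors trimmed the adapters, kept reads of 16 to 30 nt, removed invalid and low complexity sequences and matches to rRNA and tRNA with UEA sRNA workbench v2.4, and deposited the remaining tags of each library with their raw counts. These counts had not been normalized or limited to tags that map to wheat sequence. The libraries held 5190441 reads for control seedlings, 4511405 for HS, 3618553 for SS, 5054700 for WDS, 5924513 for shoot, 1907780 for root, 8402998 for mature leaf and 6974542 for spikelet, with a median of 5122570. The mature leaf library was thus 4.40 times as deep as the root library. A miRNA was counted by the reads of exactly its printed mature sequence, and its TPM is this count per 1000000 reads of the library, as in the paper's methods. In TPM, 1 read is worth 0.119 in mature leaf and 0.524 in root, and the smallest share taken as detectable, 3 reads, lies between 0.357 TPM (mature leaf) and 1.57 TPM (root). Shares carry 95% Wilson intervals and ratios of 2 libraries carry exact conditional binomial (Clopper-Pearson) 95% intervals. Both cover counting error only, because amplified reads are not independent molecules. The list of miRNAs was taken from the paper's tables and holds 853 entries: 47 known miRNAs with 46 different sequences, the 49 miRNAs named tae_x and 757 of the candidates named tae_Cx. The other candidates were not analysed here, and genomic positions are not given because no wheat genome was used here.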

To investigate the role of sRNAs in regulating abiotic stress response as well as development in wheat, eight small RNA libraries were generated using total RNA isolated from several wheat tissues and from seedlings that were exposed to different abiotic stresses. These libraries were subsequently sequenced using Illumina Genome Analyzer IIx platform. Sequencing reads of all the eight libraries were pooled resulting in a total of 59.5 million purity filtered reads which were analyzed using UEA sRNA workbench v2.4 [25]. Adapter trimming and removal of redundancy resulted in 32.5 million unique reads, which were then processed for removal of reads smaller than 16 nt and longer than 30 nt. The reads so obtained were cleaned resulting in elimination of sequences matching tRNAs, rRNAs, invalid sequences and low complexity sequences (simple sequence repeats or SSR, tandem repeats or TRs) (Table 1). 

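The 8 libraries together held 41584932 reads of 20348906 different tags, so a unique tag was read 2.04 times on average. Of the unique tags, 84.7% were seen a single time in the pooled data, and these made up 41.5% of the redundant reads. Within a library, the share of unique tags seen a single time ranged from 81.2% in spikelet to 92.2% in HS. Most tags were not shared between libraries: 88.9% occurred in 1 library only, whereas 24994 tags occurred in all 8 and carried 18.3% of the reads. The number of reads per unique tag was lowest in HS (1.33) and highest in spikelet (2.62).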

A total of 20.3 million reads were retained as putative unique small RNA population (62.5% of the total unique population), which indicates good library quality and high depth of sequencing. 

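Among the 41584932 redundant reads, 24 nt was the largest class with 22701110 reads, or 54.6% (95% Wilson interval 54.57 to 54.60). It was followed by 23 nt with 4793919 reads (11.5%), 21 nt with 4374154 reads (10.5%), 22 nt with 2490959 reads (5.99%) and 20 nt with 1830158 reads (4.40%). Reads of 20 to 24 nt made up 87.0% of the pooled reads. Pooling weights each library by its depth. With the 8 libraries weighted equally the 24 nt share was 52.9%, and with tags seen at least 2 times it was 52.7%, the alternative that moved it most.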

Size distribution analysis of the redundant small RNA reads revealed that majority of reads (approximately 80%) were in the range of 20 to 24 nt, with 24 nt being the most abundant (55% of the total population) followed by 23 nt (11%) and 21 nt (10%) (Figure 1A). 

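The 20348906 unique tags included 12041667 of 24 nt (59.2%), 3207081 of 23 nt (15.8%), 1246700 of 22 nt (6.13%) and 1222763 of 21 nt (6.01%). The 95% Wilson intervals of the last 2 classes, 6.12 to 6.14% for 22 nt and 6.00 to 6.02% for 21 nt, did not overlap. When tags seen a single time in the pooled data were left out, the 24 nt share of unique tags rose to 69.5%.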

Unique reads showed somewhat similar abundance profile with 24 nt (59%) exhibiting the maximum representation followed by 23 nt (16%) and 21 nt (6%) (Figure 1A). We also compared the size distribution of putative sRNAs in tissue-specific and stress-specific libraries and found similar profile to that observed with the pooled dataset (Figure 1B, C). 

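The 24 nt class held the most redundant reads in each of the 8 libraries, from 40.6% in root to 73.6% in spikelet. In the seedling libraries its share was 53.1% in control, 55.6% in HS, 50.2% in SS and 51.9% in WDS, and in shoot and mature leaf it was 47.7% and 50.8%. The 95% Wilson interval was widest in root, the smallest library, at 40.5 to 40.7%. The second largest class of redundant reads differed between libraries. It was 23 nt in the 4 seedling libraries (11.9 to 12.7%) and in spikelet (14.0%), but 21 nt in shoot (17.2%), root (15.4%) and mature leaf (15.6%), where 23 nt made up 8.92, 7.91 and 10.4% of the reads. Root also had 12.7% of its reads at 20 nt, against 0.991% to 5.92% in the other 7 libraries. A single 20 nt tag, GGCGGATGTAGCCAAGTGGA, accounted for 8.83% of the root reads, and without it the 20 nt share of root was 4.22%.

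**Figure D1:**
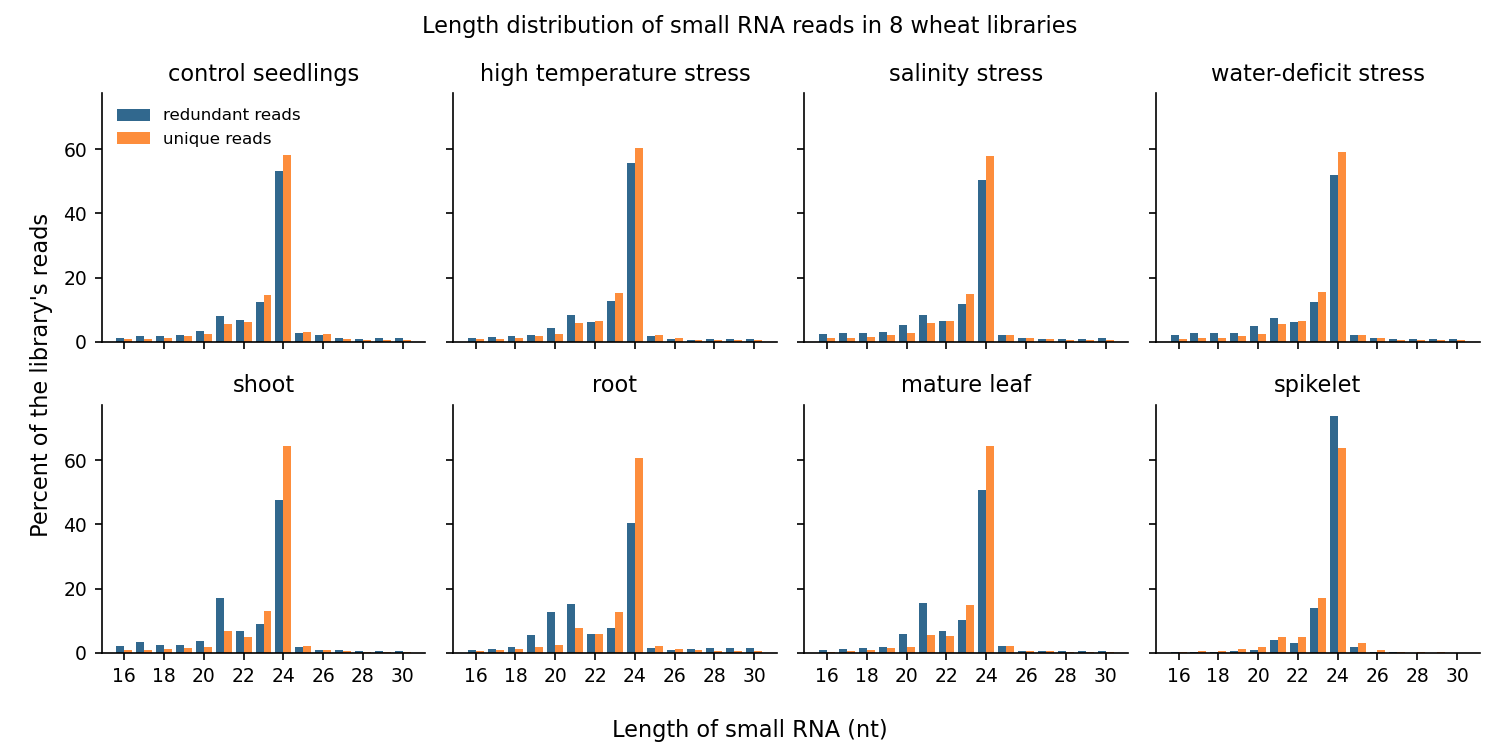
Percent of redundant and of unique reads at each length from 16 to 30 nt in each of the 8 libraries (blue, redundant reads; orange, unique reads). The 24 nt bar is the tallest in every library and reaches 73.6% of the redundant reads in spikelet, whereas 21 nt is the second tallest blue bar in shoot, root and mature leaf.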

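Reads of 21 to 24 nt made up 82.6% of the pooled redundant reads and 87.1% of the unique tags. By library, the redundant share of this range was lowest in root (69.9%), followed by SS (76.8%), WDS (78.0%), control (80.0%), shoot (80.5%), HS (82.8%) and mature leaf (83.7%), and it was highest in spikelet (94.8%). The unique share varied less, from 84.4% in control to 90.9% in spikelet. From the size range of most reads, the paper reasons that they have the lengths of small RNAs cut by Dicer-like enzymes.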

Overall, majority of sRNAs were in the size range of 21 to 24 nt, which is characteristic of Dicer-like (DCL)-processed sRNAs [33]. Previous studies on high-throughput sequencing of sRNAs in wheat and several other plants have reported similar observations with 21–24 nt class of sRNAs being the most prominent [16]–[18], [31], [34]–[38]. 

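Unique tags of 24 nt numbered 2236640 in control seedlings (58.1% of the library's unique tags), 2049694 in HS (60.2%), 1488668 in SS (57.9%), 2081119 in WDS (59.2%), 1904873 in shoot (64.4%), 614997 in root (60.6%), 2835616 in mature leaf (64.4%) and 1697959 in spikelet (63.7%). The unique shares thus lay within a narrower range than the redundant shares, which ran from 40.6% to 73.6%. Spikelet was the only library in which the 24 nt class had a larger share of redundant than of unique reads.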

Amongst these, over-representation of the 24 nt sRNAs in all the libraries highlights the complexity of wheat genome as 24 nt heterochromatic small interfering RNAs (hc-siRNAs), generated from repeat regions and transposons, are known to maintain genome integrity by promoting heterochromatin formation [39]. 

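In the pooled data, 53.7% of the 23 nt reads and 33.9% of the unique 23 nt tags were contained in a 24 nt tag. Of the 23 nt reads, 46.3% had the same 5′ end as a 24 nt tag and 42.7% the same 3′ end, and a read can have both. For comparison, 6.65% of the 23 nt reads overlapped a 24 nt tag by 22 bases without being contained in one. The 24 nt reads were contained in a 25 nt tag less often, at 21.0%. Shorter reads were contained in a tag of the next length at 51.7% for 22 nt, 72.3% for 21 nt and 76.8% for 20 nt. By reads, the 23 nt class was thus not set apart from these shorter classes. By unique tags their shares were below that of 23 nt, at 17.0, 14.9 and 19.0%. The 24 nt tags were also the largest pool searched, with 12041667 unique tags against 3207081 of 23 nt. This difference by unique tags can therefore follow from pool size.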

The prominence of 23 nt population could be attributed to possible degradation of 24 nt sRNA species or small RNA length diversity [40]. Previous reports have shown that sRNAs of 23 nt were abundant in tomato fruit [41] and embryogenic calli of cotton [42]. Moreover two non-canonical sized sRNA species (22 to 26 nt and 23 to 27 nt) are generated from novel non-conserved MIR genes in *Arabidopsis*, rice and moss [6]. It would therefore be worthwhile to analyze these 23 nt and 22 nt long sRNA sequences found in wheat sRNA datasets in greater detail.

**Figure 1:**
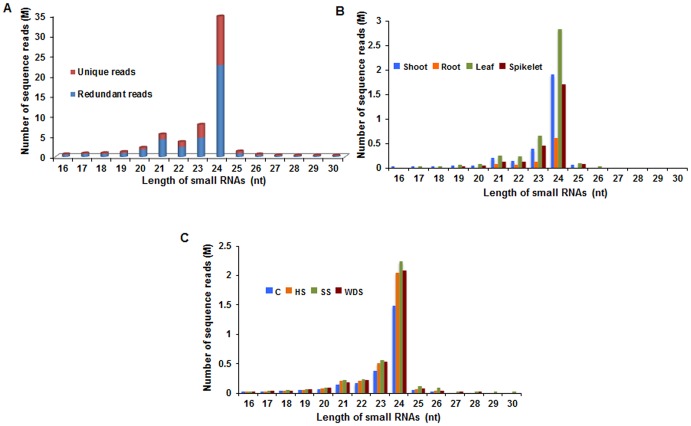
Length distribution of putative small RNA reads obtained by high-throughput small RNA sequencing of wheat (*Triticum aestivum*) libraries. (A) Reads were pooled from all the eight libraries and size distribution analysis was performed with redundant and unique reads. (B) Length distribution of unique reads obtained in tissue-specific libraries. (C) Length distribution of unique reads obtained in abiotic stress-specific libraries. C: control wheat seedlings; HS: high temperature stress; SS: salinity stress; WDS: water-deficit stress. Read counts are shown in millions (M).

**Table 1:** Summary of sequencing reads and ouptput of each step of elimination pipeline employed for prediction of putative miRNAs in wheat.

Elimination category	Number of redundant reads	Number of unique reads
**Total sequence reads**	59541021	32574580
**Sequence length (<16 & >30 nt)**	15178457	11922873
**Low complexity sequences**	21131	6522
**Invalid sequences**	300657	229912
**rRNA/tRNA matches**	2455844	66367
**Putative small RNA population**	41584932	20348906
**Reads mapped onto wheat genome**	12062113	3673564

Pooled purity filtered reads obtained from small RNA sequencing of wheat libraries (control, high temperature stress, salinity stress, water-deficit stress, shoot, root, mature leaf and spikelets) and processed through an elimination pipeline (UEA sRNA workbench v2.4).

### Identification of known and novel miRNAs in wheat small RNA sequence dataset

In order to identify known and novel miRNAs in wheat, the putative sRNA population was processed with miRCAT tool of UEA sRNA workbench. Due to the unavailability of whole genomic sequence of *Triticum aestivum*, the unique population of putative small RNA sequences was mapped to a locally created ‘in-house wheat genome dataset’ containing sequences of BACs, GSS, ESTs and 5X coverage of NGS genomic dataset available at NCBI. More than 12 million putative small RNA sequences mapped perfectly onto reference dataset.

Mapped small RNAs were processed for retrieval of flanking precursor sequence (100 nt each from both ends) and RNA folding for secondary structure prediction (Figure S1). We were able to identify 47 known miRNAs (with sequence identical to miRBase v20 entries) and 1079 novel miRNAs (≥3 mismatches with miRBase entries). These 47 known miRNA sequences exhibited canonical hairpin loop structure and out of these only 8 miRNAs, namely miR156i-5p, miR164d, miR167, miR169, miR171, miR396a, miR396d and miR1432, were found to possess corresponding star sequences (also known as ‘3p sequence’) in the wheat putative sRNA population (Table S1 in File S1). 

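All 47 known miRNAs had reads of exactly their printed sequence, and together they had 609349 reads, 1.47% of all reads. Their abundance was uneven, with a median of 53 reads. Altogether 8 known miRNAs had at least 1000 reads, whereas 11 had fewer than 5, and 22 were found in all 8 libraries. Tae-miR159a and tae-miR159b have the same mature sequence (UUUGGAUUGAAGGGAGCUCUG) and therefore the same 607 reads, which were added up once. The 806 tae_x and tae_Cx miRNAs listed here had 68808 reads in all, 0.165% of all reads, with a median of 9 reads per miRNA. Of these, 799 had at least 1 read and 55 were found in all 8 libraries. The TPM computed from the counts matched the 8 values printed in the paper's tables within 1% for 838 of the 853 miRNAs.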

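The star strand is the other arm of the miRNA duplex, and its reads were counted by the printed star sequence. All 8 star sequences had reads in the pooled libraries, with a median of 7.5. The star of ccl-miR167a (AGGUCAUGCUGGAGUUUCAUC) had 150 reads in 8 libraries against 32167 of its mature sequence, and the star of zma-miR156i-5p (GCUCACCCUCUCUCUGUCAGC) had 78 reads in 6 libraries against 531648. The other star counts were 9 for osa-miR396d, 8 for bdi-miR171c-5p, 7 each for ath-miR169h and ath-miR396a, and 3 each for osa-miR164d and osa-miR1432. No star had more reads than its mature sequence. Star reads were 32.0% of the mature reads for bdi-miR171c-5p, which had only 25 mature reads, and 0.0147% for zma-miR156i-5p. All 8 stars were still detected when at least 3 reads were required.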

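The miRNAs of the monocot-specific families differed widely in reads. Osa-miR1432 (family MIR1318, AUCAGGAGAGAUGACACCGAC) had 778 reads, 537 of them in shoot, 94 in root, 126 in mature leaf and 4 in spikelet, while control seedlings had 7. Osa-miR1436 (family MIR818) had 245 reads, with 71 in shoot and 126 in mature leaf. Tae-miR1135 had 60 reads, tae-miR5084 had 12, hvu-miR6201 had 7 and tae-miR1117 had 5. Hvu-miR1120 and tae-miR1136 had 1 read each, in SS and in control seedlings, so whether other libraries lack them cannot be told at this depth.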

The identified known miRNAs belonged to 20 families, out of which 9 (miR1117, miR1120, miR1135, miR1136, miR1318, miR1432, miR1436, miR5084 and miR6201) were monocot-specific [43]. To account for evolutionary divergence of known miRNAs in wheat, we predicted 46 sequences having homology to previously reported miRNAs in miRBase and these sequences were categorized as ‘variants of known plant miRNAs’ (Table S2 in File S1). 

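For 45 of these variants the printed sequence was analysed here, and all 45 were found among the tags. They had 886 reads in the 8 libraries, with a median of 5 reads and a range of 1 to 223, and 31 of them had fewer than 10 reads. Compared with the known miRNA, 28 variants are listed at 1 mismatch and 17 at 2 mismatches. Only 5 variants had reads in all 8 libraries. A variant with few reads cannot be told from a sequencing error of an abundant miRNA by its count alone. For the variants of tae-miR1117, tae-miR1136, hvu-miR1120 and tae-miR1135 the known miRNA itself had few reads (5, 1, 1 and 60). This argues against errors of that known miRNA for these variants.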

While the length of predicted mature miRNAs was in the range of 19 to 24 nt, the length of predicted precursor sequences ranged from 60 to 217 nt, as reported in several previous studies [10] and GC content was between 19.76 and 87.5%, which correlated with those of previously reported miRNAs in plants [44]. High-throughput NGS technologies have enabled identification of many novel miRNAs even though they are present in low abundance. However when compared with earlier reports we found that the nucleotide sequences of 59 novel miRNAs were already reported by other groups [14], [16], [34], [45]. Since these 59 wheat miRNAs have not been deposited in miRBase v20, we included these miRNAs in the category of ‘novel miRNAs’ in this study.

Detection of star sequence of miRNAs in the sequencing dataset provides more authenticity to putative miRNAs. On the basis of precursor folding, star sequences of novel miRNAs were predicted and searched in the wheat small RNA dataset. Depending upon the detection of corresponding star sequence in our sequencing dataset, predicted novel miRNAs were further categorized as: (1) true novel wheat miRNAs, for which star sequence was present, were named as tae_x and (2) candidate novel wheat miRNAs, for which corresponding star sequence was not detected, were named as tae_Cx. Our analysis revealed 49 true novel (Table 2, Table S3 in File S1) and 1030 candidate novel miRNAs (Table S4 in File S1) in wheat. 

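All 49 tae_x miRNAs had reads of both the mature and the star sequence. Their mature sequences had 47783 reads in total, with a median of 16 reads, and 18 of the 49 had fewer than 10. The star sequences had a median of 4 reads and a range of 3 to 296. The most abundant star (UGCUUAAUGACAGUCGUGGUG) belongs to tae_24, with 296 reads in all 8 libraries against 23051 of the mature sequence. In 14 of the 49 the star had more reads than the mature sequence, for example tae_36 with 58 star reads and 3 mature reads. The star UCCGUCCGGAAAUACUUGUCA is printed for tae_35, tae_36, tae_37, tae_39 and tae_40, so its 58 reads count for each of these. Of the 757 tae_Cx candidates listed here, 750 had reads, with 21025 reads in total and a median of 8, and 408 had fewer than 10 reads. From the detection of the star sequence, which it regards as adding authenticity, the paper separates the tae_x miRNAs from the tae_Cx candidates.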

Presence of a relatively larger number of candidate novel miRNAs compared to true novel miRNAs is consistent with previous reports as miRNA-star molecules predominantly have low stability resulting in their reduced abundance [46], [47]. To our understanding, this is the first study wherein such an extensive sRNA profiling has been carried out for four different tissues and three variable abiotic stresses in a complex genome, and this probably explains identification of such a large number of miRNAs in wheat. Length distribution analysis of novel wheat miRNAs showed that most abundant sequences were 21 nt (777) in length followed by 22 nt (207) and 20 nt (95), which is in agreement with the observation that majority of plant miRNAs are 21 nt in length [31], [34], [35].

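Among the 806 tae_x and tae_Cx sequences listed here, 561 were 21 nt long, 168 were 22 nt and 77 were 20 nt. The order by reads was the same: 43078 reads for the 21 nt sequences, 22444 for 22 nt and 3286 for 20 nt. A large part of these came from single miRNAs, since tae_24 (21 nt) had 23051 reads and tae_17 (22 nt) had 13913.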

**Table 2:** List of identified true novel miRNAs, their star sequence and predicted targets in wheat.

miRNA	Sequence	Length	miRNA*	Target	Action
**tae_1**	AAACUAAUAUAUGAGCGUUUA	21	AAUGCUCUUAUAUUAGUUUAC	TC437556	C
**tae_2**	AAUUCGGGACGGAGGGAGUAA	21	ACUCCCUCCGUCCGGAAAUA	TC459057	C
**tae_3**	UUUCUGCGACGAGUAAUUCGG	21	AAUUACUCGUCGCAGAAAUGG	TC427972	C
**tae_4**	ACUUCCUCCGUUCGGAAUUAC	21	GUAAUUCCGAACGGAGGGAGUA	CV763629	C
**tae_5**	AGACAAGUAAUUUCGAACGGA	21	UCCGUUCGGAAUUACUUGUCG	TC390088	C
**tae_6**	AGCGAUCUGCCGAAGCUGUU	20	AUGCAUCGGUAGGGGAGCGU	FL645778	C
**tae_7**	AGGCCCACUGGGCAGCGCCCC	21	GCGCUGCCCUGUGAGCCUGC	CK160940	T
**tae_8**	AGUAAUUUUGGACGGAGGGAG	21	ACUCCCUCCGUCCGGAAUUA	CJ562562	C
**tae_9**	AUAAGCACCGGUGCUUAAGGA	21	CUGAAGCACCGGUGCCUAUUU	TC416715	C
**tae_10**	AUUAGUACUGGUUCGUGGCAC	21	GCCACGAACCGGUACUAAUGA	CA636114	C
**tae_11**	AUUUCUGGACGGAGGGAGUAA	21	ACUCCCUUCGUCCGGAAAUAC	BJ253379	C
**tae_12**	CAUCUAUUUUGGAACGGAGGG	21	UCCGUUCCAAAAUAGAUGACC	CK207929	C
**tae_13**	CCCUGGCAGAUAGCGCGAUCA	21	UGAACGGCACUUGCACAUGGG	TC402919	C
**tae_14**	CGCGCUGCCCUGUGAGCUUGC	21	AGGCCCACCGGGCAGCGCCC	TC400184	C
**tae_15**	CGGUAGGGCUGUAUGAUGGCGA	22	GCCAUCAUACGCCCAACCGUG	CJ881369	C
**tae_16**	UUUGACCAAGUUUGUAGAGAA	21	UUUUCUCUAUAAACUUGGUCA	CD452777	C
**tae_17**	CGGUUGGGCUGUAUGAUGGCGA	22	GCCAUCAUACGUCCAACCGUG	TC459829	C
**tae_18**	CUGACAUACGGGCGUGUGGGC	21	CGCCCACACGCACGCGUGUGAG	TC394522	C
**tae_19**	GGGCGUUCGCGCGGGCCGACC	21	UCGGCCUCGCGCUCGCCCUC	CA594286	C
**tae_20**	GGUGAACGCGCCGCCGUCAAAC	22	UUUGCCGGCGUGCGCGAGCACC	CA682386	C
**tae_21**	GGUGAGCGCGCCGCCGUCGAA	21	UUCGCCGGUCGCGCGUUCCCC	TC383147	T
**tae_22**	GUGCGCGGUCUGUUUUGGUCAG	22	GGCCGAGCGACGGACGGUGCCG	TC458773	C
**tae_23**	UAAUGUAAGACGCUUUUUGAC	21	UCAAAAAACGUCUUACAUUAU	CD881202	C
**tae_24**	UACCACGACUGUCAUUAAGCA	21	UGCUUAAUGACAGUCGUGGUG	AJ603583	C
**tae_25**	UAGCUCCACUAAAUUUGGAGCU	22	CUCCAAACUUAGUGAGCUAAG	CA698993	C
**tae_26**	UAUGGAUGAAGAUAUGCACUG	21	AGAAAGCAUUGUCUGACGUC	CJ882127	C
**tae_27**	UCCCGAAAGGCUUGAAGCAAAU	22	UAGCUUCAAGCCUUGAGGAAUA	TC435172	T
**tae_28**	UCUGAUUUACUCGUCGUGGUU	21	ACCACGACGAGUAAAUCGGAA	CD888727	C
**tae_29**	UCUGUAAACUAACAUAAGAGC	21	UCUUAUAUUAGUUUACGGAGG	No target	NA
**tae_30**	UCUGUAAACUAAUGUAAGAGC	21	UCUUAUAUUAGUUUACGGAGG	No target	NA
**tae_31**	UCUGUGACAAGUAAUUCCGAA	21	UCGGAAUUACUUGUCUCGGAU	CJ600810	C
**tae_32**	UCUUACAUUAUGGGACGGAGU	21	UCCGUCCCAUAAUGUAAGACG	TC433469	C
**tae_33**	UGAACGUGUGCUGAACGCGGA	21	UGCGUUCGGUACUUGAUCGG	CA683773	C
**tae_34**	UGACAAAUAUUUUCGGACGGA	21	CCUCCGUCCGGAAAUACUUG	CJ715057	C
**tae_35**	UGACAACUAUUUUCGGACGGA	21	UCCGUCCGGAAAUACUUGUCA	BJ276292	C
**tae_36**	UGACAAGUACUUUCGGACGGA	21	UCCGUCCGGAAAUACUUGUCA	BJ276292	T
**tae_37**	UGACAAGUAUUCUCGGACGGA	21	UCCGUCCGGAAAUACUUGUCA	TC433218	C
**tae_38**	UGACAAGUAUUUCGGACGGA	20	UCUGUCCGGAAAUACUUGUCA	BJ276292	T
**tae_39**	UGACAAGUAUUUUCGAACGGA	21	UCCGUCCGGAAAUACUUGUCA	BE423820	C
**tae_40**	UGAUAAGUAUUUUCGGACGGA	21	UCCGUCCGGAAAUACUUGUCA	BJ276292	C
**tae_41**	UGCAGUGGCAUAUGCAACUCU	21	AGAGCUGCAUUUGCACCUGCA	GH730467	C
**tae_42**	UGGCGAGGGACAUACACUGU	20	UACAGUUUAUGUCCCCGGCAG	GH730467	C
**tae_43**	UUCCGAAAAGCUUGAAGCAAAU	22	UAGCUUCAAGCCUUGAGGAAUA	TC435172	T
**tae_44**	UUCCGAAAGGCUUGAAGCAAAU	22	UAGCUUCAAGCCUUGAGGAAUA	CA647790	C
**tae_45**	UUCCGAAAGGCUUGAAGCGAAU	22	UAGCUUCAAGCCUUGAGGAAUA	DR735126	C
**tae_46**	UUCGAUCGUAAUCGGAUGGUC	21	GGAUGAUCCGGACACGACGGU	CA678208	C
**tae_47**	UUCUGAAAGGCUUGAAGCAAAU	22	UAGCUUCAAGCCUUGAGGAAUA	CD921947	C
**tae_48**	UUGUCUUAGAUUCGUCUAGAUA	22	UAUUUAGACAAAUCUAAGACA	TC439689	C
**tae_49**	UUUCGAAAGGCUUGAAGCAAAU	22	UAGCUUCAAGCCUUGAGGAAUA	TC427740	C

Accession numbers of predicted target are presented along with the possible mode of action of miRNA on the target. miRNA*: star strand of miRNA; C: mRNA cleavage; T: translational repression; NA: not applicable as no target could be predicted.

We also checked for the level of conservation of known wheat miRNAs in other monocots such as *Brachypodium distachyon*, *Oryza sativa*, *Hordeum vulgare* and few progenitors of wheat (*Aegilops tauschii*, *Aegilops speltoides* and *Triticum urartu*), the results of which are presented in Figure 2. miR156i is evidently present in all the species included in this study indicating a high degree of conservation among several monocotyledonous plants. While maximum number (24) of miRNAs matched with rice miRNAs, only six known miRNAs were found to match with the more closely related wheat ancestral species. This difference could be attributed to the vast amount of resources available in rice such as its complete genome sequence in addition to huge number of research reports on identification of miRNAs in rice as compared to limited information on the ancestral species.

**Figure 2:**
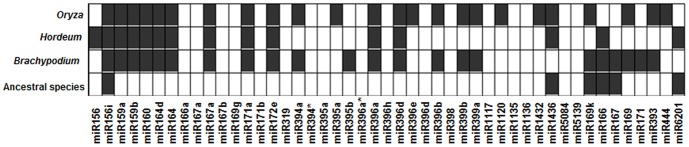
Conservation of identified known miRNAs in wheat among other related monocot species. Square boxes with highlighted grey color indicate the presence of miRNA in the related monocot species such as ancestral species (*Triticum urartu*, *Aegilops speltoides* and *Aegilops tauschii*), *Brachypodium distachyon, Hordeum vulgare* and *Oryza sativa.*

### Expression profiling of known and true novel miRNAs in different tissues of wheat

Differential expression of miRNAs, spatially, temporally or conditionally, is a reliable parameter for predicting their physiological functions and can be analyzed using ‘read number’ in the high throughput sequencing data. We compared the expression levels of known as well as novel miRNAs identified in this study in different tissues and during abiotic stresses. 

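The most abundant of the listed miRNAs was zma-miR156i-5p (UGACAGAAGAGAGUGAGCAC), with 531648 reads in the 8 libraries. Its TPM was highest in mature leaf (32792, 95% Wilson interval 32672 to 32913, from 275551 reads) and lowest in spikelet (569, 551 to 587, from 3967 reads). In shoot it was 9270 (9193 to 9347) and in root 4995 (4896 to 5096). Among the seedling libraries it was 3821 (3768 to 3874) in control, 11679 (11580 to 11779) in HS, 12590 (12476 to 12705) in SS and 13770 (13669 to 13872) in WDS. Counting also tags with up to 2 more bases at the 3′ end gave 535638 reads. The highest of the tae_x and tae_Cx miRNAs analysed here was tae_24 with 23051 reads.

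**Figure D2:**
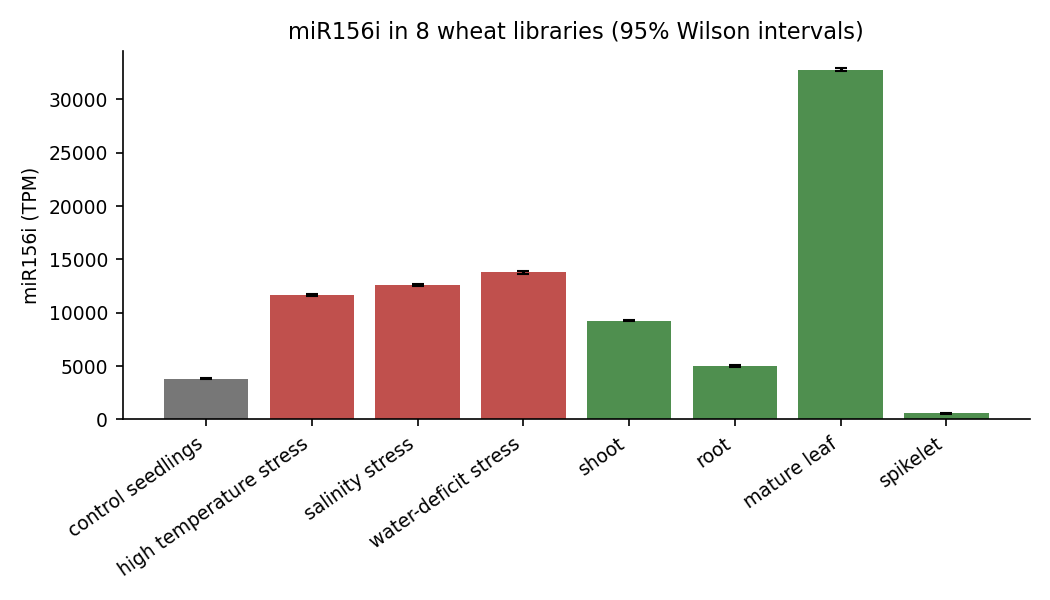
TPM of miR156i in each of the 8 libraries, with 95% Wilson intervals that cover counting error only (grey, control seedlings; red, stress libraries; green, tissue libraries; 1 library per bar). Mature leaf stands at 32792 TPM and spikelet at 569 TPM.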

While the absolute abundance of known miRNAs reached upto 531648 reads (zma-miR156i-5p), novel miRNAs exhibited a maximum of 31947 reads for tae_C898. Lower abundance of novel miRNAs when compared with known miRNAs has previously been reported and is attributed to their species-specificity and recent ‘birth and death of MIRNA genes’ [16], [48], [49]. Amongst known miRNAs, MIR156 was the most abundant family consisting of 534830 tags followed by MIR166 with 14643 counts, whereas MIR1120 was the least abundant with only 1 read count as shown in Table S1 in File S1. 

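Family totals were added up over the different mature sequences of each family. MIR156 had 534830 reads, 87.9% of all reads of known miRNAs, made up of 531648 reads of zma-miR156i-5p and 3182 of tae-miR156. MIR167 had 43128 reads (7.08%), of which 32167 were from ccl-miR167a (UGAAGCUGCCAGCAUGAUCUGA) and 10899 from tae-miR167a (UGAAGCUGCCAGCAUGAUCUA). MIR166 had 21550 reads (3.54%), of which 21295 were from vvi-miR166d (UCGGACCAGGCUUCAUUCCCC). These were followed by MIR164 with 2739 reads and MIR396 with 2174 reads. MIR1120 had 1 read, in SS. The order of the first 3 families was the same by mean TPM over the 8 libraries, at 11253, 881 and 584 TPM. With tags of up to 2 more bases at the 3′ end, each tag counted once, MIR166 rose to 24692 reads and MIR167 to 45212.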

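Tae_24 (UACCACGACUGUCAUUAAGCA) had 23051 reads, 9844 of them in shoot, 8248 in mature leaf, 1105 in spikelet and 637 in root, and between 658 (SS) and 914 (WDS) in each seedling library. It was followed by tae_17 (CGGUUGGGCUGUAUGAUGGCGA) with 13913 reads, of which 9703 were in control seedlings, and by tae_15 (CGGUAGGGCUGUAUGAUGGCGA) with 4184 reads, of which 759 were in mature leaf and 10 in shoot. Among the tae_Cx candidates analysed here the most abundant were tae_C235 with 1800 reads and tae_C726 with 1686 reads. Tae_C898 was not analysed here.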

Meanwhile tae_C898 with 31947 read counts followed by tae_24 with 22653 read counts were the two most abundant novel miRNAs (Table S3, S4 in File S1).

Spatio-temporal regulation of miRNAs plays a crucial role in plant growth and development. To identify miRNAs that are exclusively expressed as well as those displaying overlapping expression in different tissues, digital gene expression of known as well as novel miRNAs was studied among these tissues. While 177 miRNAs were expressed in all the four tissues, 50, 25, 116 and 37 miRNAs were specific to shoot, root, mature leaf and spikelet, respectively (Figure 3A). 

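Of the 853 miRNAs listed here, 124 had at least 1 read in each of the 4 tissue libraries, while 39 had reads in shoot only, 26 in root only, 101 in mature leaf only and 30 in spikelet only. The depth of the libraries differed, with 1907780 reads in root and 8402998 in mature leaf, and a miRNA of few reads can be missed in the smaller library. When every library was reduced to the depth of root by random draws of its reads (mean of 100 draws), 64.3 miRNAs were found in all 4 tissues, 70.1 in shoot only, 77.4 in root only, 89.5 in mature leaf only and 27.1 in spikelet only. The group of all 4 tissues changed most when at least 5 reads were required, to 37 miRNAs. Many of the miRNAs of a single tissue rested on at most 2 reads: 67 of 101 in mature leaf, 26 of 39 in shoot, 24 of 26 in root and 14 of 30 in spikelet. The most abundant miRNA of each single-tissue group was tae_C511 in mature leaf (15 reads), tae_C445 in shoot (6 reads), tae_C385 in root (5 reads) and tae_C115 in spikelet (23 reads). Tae_C115 (ACGGGCCGAGCUGGAGCGAGCU) had no reads in the other 7 libraries.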

Significantly, a higher number of miRNAs (248) was expressed both in shoot and mature leaf. 

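In the 853 miRNAs listed here, 163 had reads in shoot and mature leaf but in neither root nor spikelet, the largest of all groups of tissues. Their median was 6 reads over the tissue libraries, and 14 of them had at most 2 reads. The most abundant was tae_C134 (ACUUAUUUUGGGAUGGAGGGA), with 40 reads in shoot and 40 in mature leaf. At the depth of the root library this group held 75.7 miRNAs (mean of 100 draws), fewer than mature leaf only (89.5) and root only (77.4), and the lowest and highest draws of these groups overlapped. In full depth, shoot had reads of 550 miRNAs, mature leaf of 628, root of 345 and spikelet of 265, and at equal depth the means were 383, 388, 345 and 136.

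**Figure D3:**
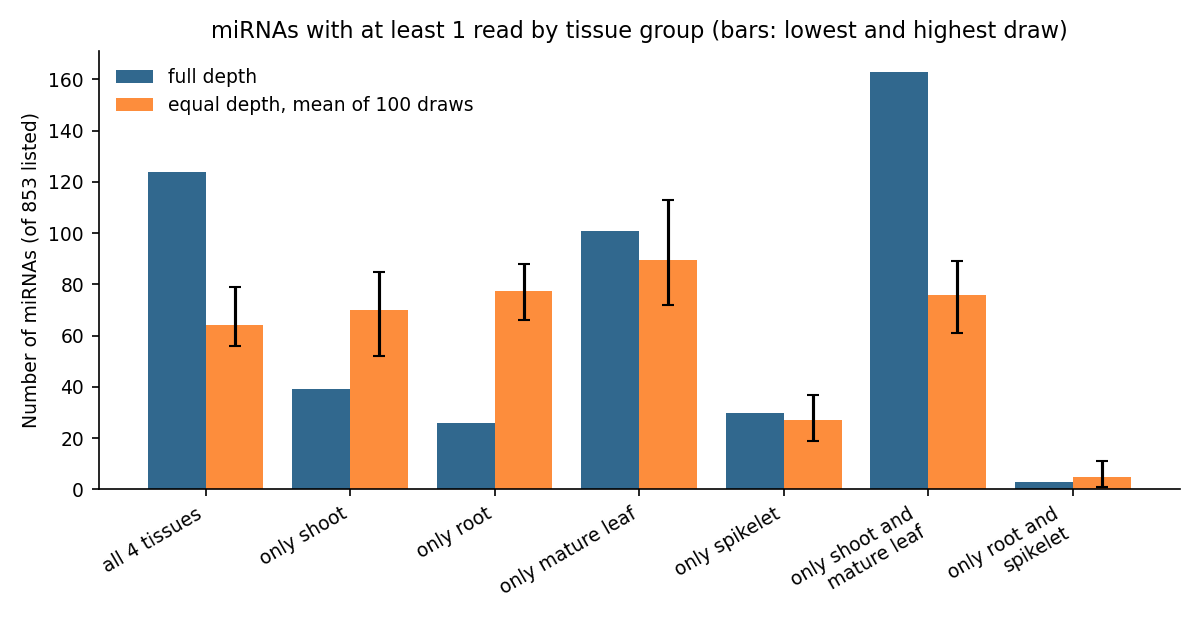
Number of the 853 listed miRNAs with at least 1 read in each group of tissue libraries, at full depth (blue) and with every library drawn to the depth of root (orange, mean of 100 draws; error bars, lowest and highest draw). Shoot and mature leaf share 163 miRNAs at full depth and 75.7 at equal depth, while root only rises from 26 to 77.4.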

Only three miRNAs could be detected in both root and spikelet, which is expected on the basis of their weak spatio-temporal and morpho-physiological relationships (Figure 3A and Table S1, S3, S4 in File S1). 

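The 3 miRNAs found in root and spikelet but in neither shoot nor mature leaf were tae_C94 (ACCGGCACUAAAGGGUGGGGAC), with 1 root and 5 spikelet reads, tae_C683 (GGGCUCCUGAGGACGCGACUGG), with 1 root and 2 spikelet reads, and tae_C382 (CCUGGCGCGCCAAAUGUCGGA), with 1 read in each. No miRNA of this group was left when at least 3 reads were required. Root and spikelet were also the libraries with the fewest listed miRNAs, 345 and 265. From the small number shared, the paper reasons that it reflects the weak relationship of these tissues in space, time and form.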

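Fold change was computed as the ratio of TPM in a stress library to TPM in control seedlings. Of the 853 miRNAs listed here, 717 had a read in at least 1 of the 4 seedling libraries and 194 had reads in all 4. Among these 194, 38 changed at least 2-fold in each of the 3 stress libraries: 22 were higher in all 3, 13 were lower in all 3 and 3 were mixed. The 38 comprised 6 known miRNAs, 1 tae_x miRNA and 31 tae_Cx candidates, and their median was 21.5 reads summed over the 4 libraries. Tae-miR159a and tae-miR159b, which have the same sequence and reads, are counted separately among the 38 and in the clustering below. The number of 38 was sensitive to how the change is required. At least 2-fold in at least 1 stress library gave 130 miRNAs, and 16 remained when 1 TPM was added to each value. Among miRNAs with at least 50 reads in the 2 libraries compared, the largest rises in HS were zma-miR156i-5p, with a log2 ratio of 1.61 (95% interval 1.59 to 1.64), and tae-miR159b, with 1.50 (0.82 to 2.22). The largest falls in HS were tae_17 with −4.25 (−4.39 to −4.11), from 9703 reads in control to 443, and tae_C113 with −2.59 (−3.48 to −1.80). In SS the largest rises were tae_C475 with 3.30 (2.29 to 4.50), from 9 reads to 62, and tae_C595 with 2.76 (2.04 to 3.56), and the largest falls were tae_17 with −1.33 (−1.39 to −1.27) and tae_C113 with −1.32 (−1.97 to −0.72). In WDS they were tae_C475 with 2.57 (1.53 to 3.78), zma-miR156i-5p with 1.85 (1.83 to 1.87), tae_17 with −4.77 (−4.93 to −4.61) and tae_C113 with −1.20 (−1.75 to −0.68). With median-of-ratios size factors in place of library totals the log2 ratio of tae_17 in WDS was −4.45 and that of zma-miR156i-5p in WDS was 2.17.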

Unsupervised hierarchical clustering of 95 miRNAs exhibiting ≥ 2-fold change in seedlings exposed to three abiotic stresses with respect to control seedlings in normalized digital gene expression analysis revealed that several known as well as novel miRNAs were regulated by abiotic stresses. The resulting dendrogram shows miRNAs clustering across different stress-specific wheat sRNA libraries (Figure 3B and Table S1, S3, S4 in File S1). 

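The 4 seedling libraries were compared over the 38 miRNAs changed at least 2-fold in each stress library, by uncentered Pearson correlation of TPM with average linkage as in the legend of Figure 3. Correlations are across miRNAs, which are not independent replicates. SS and WDS had a correlation of 0.9985, HS and SS 0.9987, and HS and WDS 0.99999, whereas control had 0.923 with SS, 0.902 with HS and 0.900 with WDS. HS and WDS were therefore joined first, and the correlation of SS and WDS minus the highest of the other pairs was −0.00145 (−0.338 to 0.0345 in 1000 bootstrap draws of the miRNAs, with 19.6% of the draws above 0). A single miRNA carried most of this measure, since zma-miR156i-5p gave 99.2% of the sum of squares. The order changed with the scale of the values. On log2(TPM + 1), SS and WDS were the most similar pair, at 0.981, with HS and SS at 0.979. When each miRNA's TPM was divided by its sum over the 4 libraries, HS and SS had 0.901 and SS and WDS had 0.898. In direction, SS and WDS changed the same way for all 38 miRNAs, and HS changed the same way as SS for 35 and as WDS for 35. The 3 ratios of a miRNA share 1 control library, and the 38 were chosen as changed from it in each stress library. Much of this agreement, and lower correlations with control, can therefore arise without a shared stress response. From the clustering in Figure 3B, the paper concludes that the molecular changes under salinity and water deficit are largely similar.

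**Figure D4:**
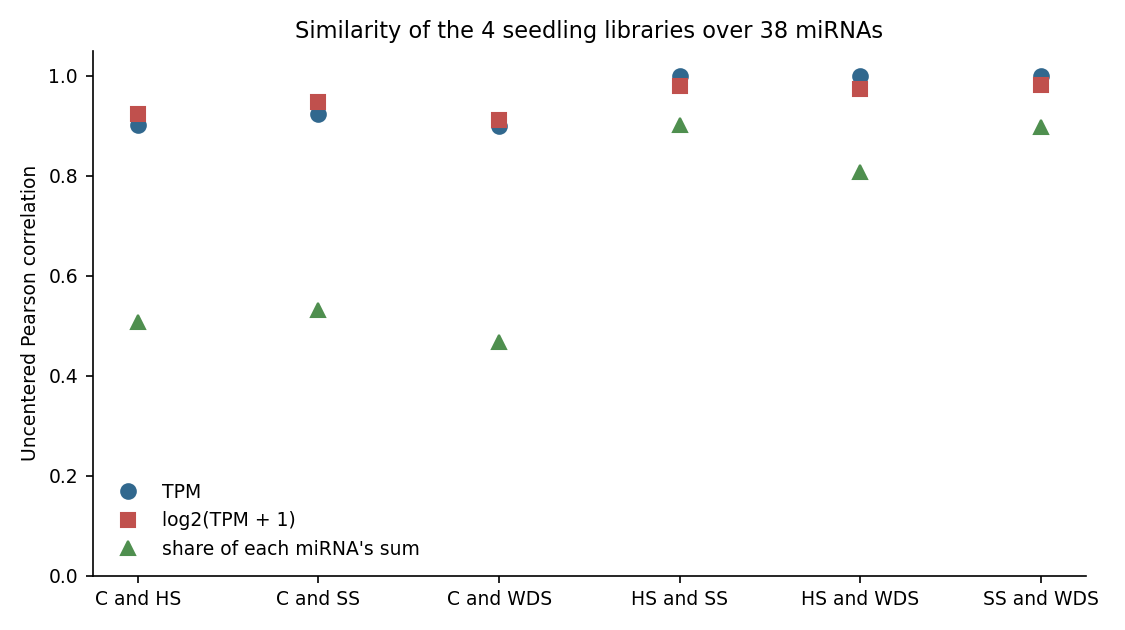
Uncentered Pearson correlation of each pair of seedling libraries over 38 miRNAs (circles, TPM; squares, log2(TPM + 1); triangles, each miRNA's TPM as a share of its sum over the 4 libraries; 1 library per condition). The 3 pairs of stress libraries lie above the 3 pairs with control on each scale, and which stress pair is highest differs between the scales. The 38 miRNAs were chosen as changed from control in each stress library, so the lower position of the control pairs can follow from the choice.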

Hierarchical clustering on the basis of expression of miRNAs confirms that molecular changes induced by salinity stress and water-deficit conditions are largely similar as they are clustered together. This observation is in accordance with previous studies indicating that similar genes are involved in both pathways [50]–[52]. Additionally, molecular components of some of the stress-regulated and developmental pathways are known to interact [53], [54] and our data supports this observation as 792 miRNAs were expressed in both stress-specific and tissue-specific libraries (Figure 3C). 

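Of the 853 miRNAs listed here, 600 had at least 1 read both in the 3 stress libraries and in the 4 tissue libraries. Their median was 11 reads over these 7 libraries, and 408 of them also had reads in control seedlings. The number fell to 192 when at least 3 reads in a library were required, to 110 with at least 5 reads, which moved it most, and to 390.2 when all libraries were reduced to the depth of root. With control seedlings counted among the stress libraries it was 643.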

Many previous reports have indicated that miRNAs play a major role in controlling developmental aspects in plants [55]. Our analysis is in agreement as a larger number of miRNAs (257) expressed in a tissue-specific manner as compared to those expressed under abiotic stress (74).

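Among the listed miRNAs, 172 had reads only in tissue libraries and 71 only in stress libraries. The 4 tissue libraries together held 23209833 reads and the 3 stress libraries 13184658, a ratio of 1.76. At equal depth of all libraries, 244 miRNAs were found only in tissue libraries and 129 only in stress libraries (means of 100 draws), so the order was the same. Equal depth removes only part of the difference in reads, because 4 tissue libraries are still compared with 3 stress libraries. Few reads lay behind either group, with a median of 5 for tissue only and 3 for stress only. The most abundant tissue-only miRNA was tae_41 (UGCAGUGGCAUAUGCAACUCU), with 657 reads in shoot, 293 in root and 0 in the other 6 libraries. The most abundant without tissue reads was tae_C467 (CGGUUGGCUGUAUGAUGGCGA), with 28 reads in control, 4 in HS, 16 in SS and 2 in WDS. Of the 71 miRNAs found only in stress libraries, 44 also had reads in control seedlings. From the larger number in tissues, the paper reasons that miRNAs act in development.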

**Figure 3:**
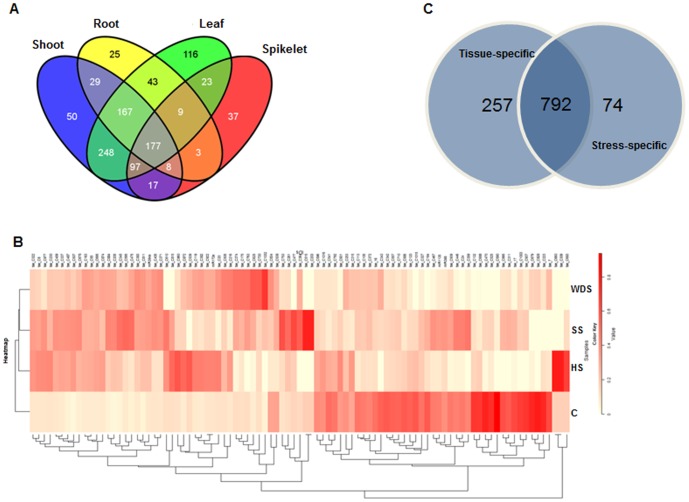
Analysis of digital expression of miRNAs in wheat tissue- and abiotic stress-specific libraries. (**A**) Venn diagram representing overlap of miRNA population in tissue-specific libraries viz. shoot, root, mature leaf and spikelet. (**B**) Unsupervised hierarchical cluster analysis of the normalized expression levels (TPM) of miRNAs during three abiotic stresses (high temperature, salinity and water-deficit stress). The clustering of three stress-treated samples along with control sample was performed using Pearson uncentered algorithm with an average linkage rule, to identify clusters of miRNA based on their expression levels across samples. miRNAs exhibiting ≥2 fold change in expression levels were included in this analysis. (**C**) Venn diagram representing small RNAs overlapping among tissue- and stress- specific libraries. C: control wheat seedlings; HS: high temperature stress; SS: salinity stress; WDS: water-deficit stress.

To further validate some of the predicted miRNAs in wheat, qRT-PCR was employed to measure their expression levels in different tissues. We analyzed the expression pattern of 9 known miRNAs (miR156, miR160, miR164, miR166a, miR167a, miR171a, miR396d, miR1135 and miR5139) and 9 true novel miRNAs (tae_6, tae_7, tae_10, tae_15, tae_19, tae_22, tae_27, tae_44 and tae_45) (Figure 4 and Figure S2). For tissue-specific expression profiling shoot tissue of seven-d-old seedlings was taken as control against which miRNA expression changes were compared in various tissues (root, mature leaves and spikelet). While 7 of the 9 known miRNAs tested (miR156, miR160, miR164, miR166a, miR167a, miR171a, miR396d) were down-regulated in root tissues, expression of miR1135 and miR5139 was comparable in root and shoot tissues. In *Arabidopsis*, MIR164 family members act redundantly during shoot development [56] and expression of miR164 in shoot tissue is indicative of its physiological role in wheat shoot development. Levels of 7 known miRNAs, except miR167a (which showed ∼2 fold accumulation) and miR5139 (which remained unaltered), were significantly lower in spikelet as compared to their expression in shoot tissue (Figure 4A). Previous studies have advocated the role of miR167 in flowering in *Arabidopsis* [57] and grain development in rice [58] and its enrichment in wheat spikelet indicates towards its importance in reproductive development in wheat. Two of the miRNAs, miR156 and miR166a, expressed at significantly high levels in mature leaf (Figure 4A) which is in agreement with earlier reports implicating the role of miR156 in phase change and leaf development [59], [60] and miR166 in establishing leaf polarity [61]. To our understanding this is the first report displaying tissue-specific expression of two miRNAs, miR1135 and miR5139, in plants. miR5139 was first detected in a perennial herb, *Rehmannia glutinosa*, but no function was assigned to this miRNA [62] and till date no other plant species has been reported to contain a homolog of miR5139. Recently, miR1135 was located on the short arm of chromosome 5D of wheat and a similar sequence was found in *B. distachyon* also [63].

**Figure 4:**
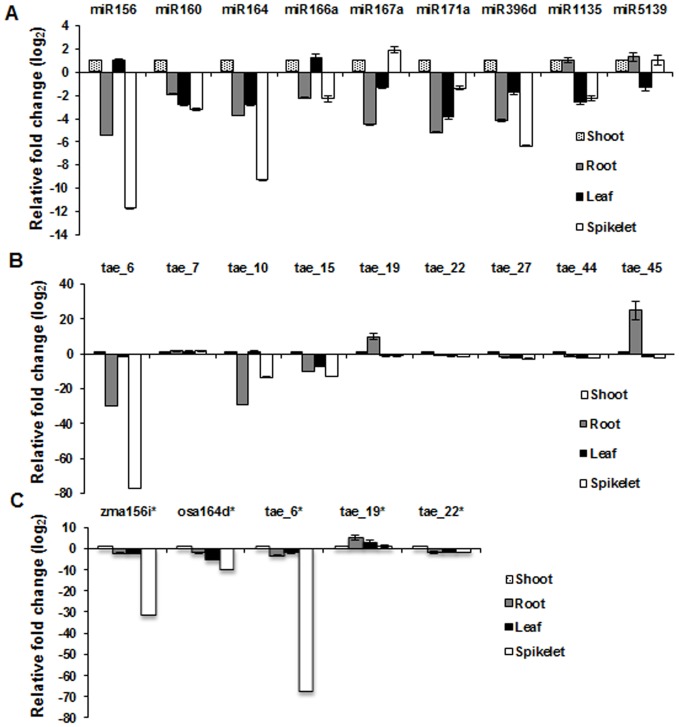
Tissue-specific expression profiling of miRNAs identified in wheat small RNA libraries by qPCR method. (**A**) known miRNAs, (**B**) true novel miRNAs, (**C**) miRNA* sequences. PolyA tailing of total RNAs followed by cDNA synthesis and Taqman-based qPCR was employed for validation of miRNAs and normalization was carried out with wheat 5 S rRNA. Error bars represent standard error of three independent biological replicates.

Among the nine true novel miRNAs examined, two miRNAs (tae_19 and tae_45) were highly abundant in root tissue, which indicates that these miRNAs might be involved in root growth and development (Figure 4B). The remaining six novel miRNAs showed down-regulation in root tissue, of which tae_6, tae_10 and tae_15 exhibited approximately 10-fold decrease in the expression levels. tae_7 did not show significant change in expression levels between root and shoot tissue. Seven novel miRNAs, except tae_7 and tae_10, showed reduced expression levels in mature leaf as compared to shoot tissue. All miRNAs tested in this study, except tae_7, exhibited decline in their expression levels in spikelet with respect to shoot. A few reports have indicated that star strand of miRNAs participate in regulating biological processes [64], [65]. Moreover the detection of star strand of miRNA provides additional authenticity to their corresponding main strand of miRNA. We therefore performed profiling of star sequences of 5 predicted miRNAs and found similar pattern of expression when compared with that of their corresponding main strand (Figure 4C, Figure S2). To further elucidate the specific role of these miRNAs in plant development, it is pertinent to perform an expression kinetic study with different stages of development for a particular tissue.

### Expression profiling of known and true novel miRNAs in wheat seedlings exposed to different abiotic stresses

Several miRNAs have been reported to be involved in defining plant response against abiotic stress [8], [66], [67]. To investigate whether some of the identified miRNAs are differentially regulated by abiotic stresses, expression profiling was performed in seedlings exposed to high temperature, salinity and water-deficit stress. Seedlings grown in controlled conditions were included as control and for calculating relative expression levels. All the known miRNAs that were studied showed down-regulation, with miR156, miR164 and miR5139 exhibiting more than 2-fold change, in response to high temperature stress (Figure 5A). In case of all novel miRNAs, except tae_6, tae_27, tae_44 (which were largely unaltered), all the other (tae_7, tae_10, tae_15, tae_19, tae_22, tae_45) miRNAs were down-regulated under high temperature conditions (Figure 5B). The most significant decline (>3-fold change) in expression was observed for tae_15, tae_19 and tae_45. Similarly all the known miRNAs (except miR1135 which showed no change) were slightly down-regulated when seedlings were exposed to salinity stress. Interestingly, levels of miR164 that remained unchanged in response to 150 mM NaCl solution displayed more than four-fold decline when 250 mM NaCl of salt solution was applied hydroponically. Under similar conditions, a contrasting response was observed for miR5139 whose expression level increased 1.8-fold at 150 mM NaCl and decreased 1.45-fold when higher concentration (250 mM) of NaCl was applied. The majority of novel miRNAs (tae_6, tae_15, tae_19, tae_27 and tae_45) displayed down-regulation in response to salinity stress (Figure 5B) with tae_45 showing maximum (more than two-fold) decline. The expression levels of two novel miRNAs i.e., tae_10 and tae_22 increased substantially in response to 150 mM salt stress. Noticeably, expression of tae_7 and tae_44 (that remained unaltered with the application of 150 mM NaCl) decreased on exposure of seedlings to 250 mM NaCl. Water deficiency stress was imposed by exposing seedlings to either PEG or mannitol. We found that miR156, miR160, miR166a, miR396d, miR1135, miR5139, tae_10, tae_15 and tae_44 exhibited approximately two-fold induction in expression levels when mannitol-induced water-deficiency stress was imposed (Figure 5A, B). This finding corroborates other reports wherein several of these miRNAs have been shown to be drought stress-responsive in *Arabidopsis*, rice and *T. dicoccoides* [13], [66], [68]. Surprisingly, out of 18 miRNAs tested in this study, 11 miRNAs (miR156, miR160, miR166a, miR167a, miR171a, tae_6, tae_7, tae_15, tae_19, tae_27 and tae_45) exhibited contrasting expression profile in seedlings exposed to mannitol as compared with the seedlings stressed with PEG (Figure 5A, B). This response could possibly be attributed to different modes of action and/or the associated toxic effects of these agents [69], [70]. It is noteworthy that miR5139, tae_10, tae_22 and tae_44 were significantly up-regulated in response to both water-deficit agents. Target validation and their expression profiling under different abiotic stress conditions would help in the identification of novel components in stress-responsive pathways in wheat.

**Figure 5:**
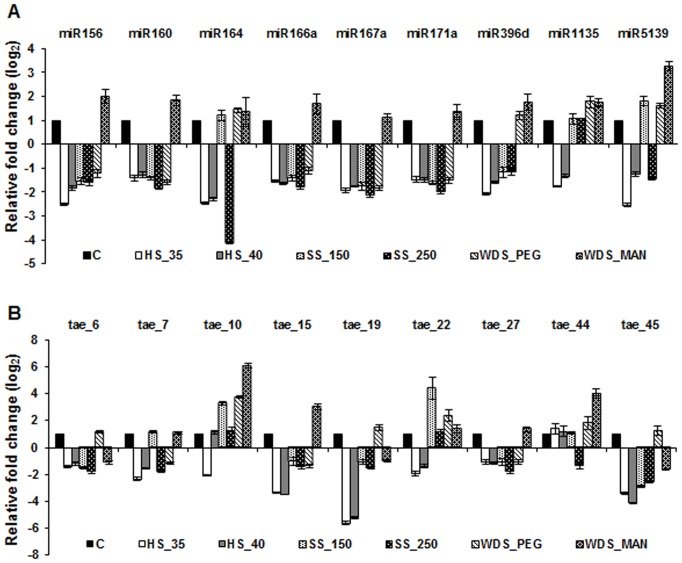
Abiotic stress-specific expression profiling of miRNAs identified in wheat small RNA libraries by qPCR method. (**A**) known miRNAs, (**B**) true novel miRNAs. PolyA tailing of total RNA followed by cDNA synthesis and Taqman-based qPCR was employed for validation of miRNAs and normalization was carried out with wheat 5S rRNA. Error bars represent standard error of three independent biological replicates. C: control wheat seedlings; HS_35: high temperature stress at 35°C; HS_40: high temperature stress at 40°C; SS_150: salinity stress with 150 mM NaCl; SS_250: salinity stress with 250 mM NaCl; WDS_PEG: water-deficit stress imposed by 20% PEG; WDS_MAN: water-deficit stress imposed by 400 mM mannitol.

Significant changes in the expression pattern of both known and novel miRNAs under three abiotic stresses prompted us to determine the levels of these miRNAs in response to other abiotic stresses such as cold stress (4°C), oxidative stress (imposed by either methyl viologen or hydrogen peroxide) and nutrient deprivation. Additionally, expression changes for these miRNAs were also recorded after exogenous application of plant hormones such as gibberellic acid (GA), abscisic acid (ABA), brassinosteroids (BS) and jasmonic acid (JA). Five known and four novel miRNAs were included in this study and we found that majority of these miRNAs were down-regulated under the imposed conditions (Figure 6). Exceptionally however, levels of miR160 increased significantly in response to application of BS. Two of the miRNAs (miR5139 and tae_10), were also inducible by prolonged (72 h) low temperature stress. A minor increase in the level of tae_44 was observed when hydrogen peroxide was applied to seedlings. tae_45 displayed up-regulation in response to the application of GA, BS and JA. Two of the miRNAs- miR5139 and tae_10 were significantly up-regulated in response to both phosphorus and potassium deprivation. However, miR164 showed enhanced expression levels only when seedlings were exposed to potassium-deficient condition. Based on all the expression profile studies, it is undoubtedly clear that these miRNAs are modulated both by developmental and environmental cues and there is an intricate association between phytohormone signaling, plant development and abiotic stress responses, the key components of which are potentially regulated by miRNAs [71]. Overall, we highlight potential role of several known and novel miRNAs in plant development and/or regulation of abiotic stress in wheat.

**Figure 6:**
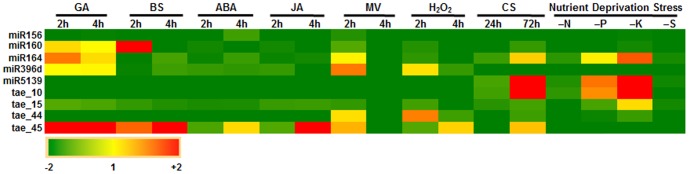
Heat map representing q-PCR based expression profiling of wheat miRNAs during cold stress, nutrient stress, oxidative stress and exogenous application of various hormones. PolyA tailing of total RNA followed by cDNA synthesis and Taqman-based qPCR was employed for validation of miRNAs and normalization was carried out with wheat 5 S rRNA. GA: gibberellic acid; BS: brassinosteroids; ABA: abscisic acid; JA: methyl jasmonate; oxidative stress imposed by hydrogen peroxide (H_2_O_2_) and methyl viologen (MV); CS: cold stress; N: nitrogen deprivation; P: phosphorus deprivation; K: potassium deprivation; S: sulphur deprivation.

### Mapping of putative wheat sRNA sequences onto other monocot genomes and their expression analysis

The unavailability of complete genome sequence in wheat is largely responsible for limited discovery of novel miRNAs in this crop plant. In order to harness additional information from wheat sRNA sequencing dataset generated in this study, the unique putative sRNA population was also mapped onto nucleotide database of other monocotyledonous plant species that included: 1) monocots related to wheat such as *Brachypodium distachyon*, *Hordeum vulgare* and *Oryza sativa*; 2) wheat ancestral counterparts (also mentioned collectively as “ancestors” hereafter) such as *Triticum urartu* (A genome donor of allohexaploid wheat), *Aegilops speltoides* (similar to B genome donor) and *Aegilops tauschii* (D genome donor). The miRNAs mapping onto ancestral genomes identified using this approach have been referred to as ‘anc-miRNAs’ throughout this paper. We were able to identify 449, 1002, 343 and 123 miRNAs in *Brachypodium*, *Hordeum*, *Oryza* and ancestors, respectively. Further analysis was carried out for only a subset of novel miRNA entries mapping onto different monocot species, which were categorized either as ‘true novel’ or ‘candidate novel’ as previously described. The number of novel miRNAs mapping onto genomic sequence of *Brachypodium, Hordeum, Oryza* and ancestors were 391, 912, 267, and 117 respectively (Table 3). Though none of the above discovered miRNAs was common to all the closely related species, 62 were similar between wheat and *Hordeum*. Significantly, 31, 18 and 16 wheat miRNAs were also found to be present in ancestors, rice and *Brachypodium* respectively (Figure S3). Details of miRNAs found in related monocot species are presented in Table S5.1-S5.4 in File S1. The above survey has uncovered the extent of conservation and diversity of novel miRNAs in monocot plant species. In the future, meaningful insights on the evolution of miRNAs and their precursors can be derived from the data generated in this study.

**Table 3:** Summary of mapping of wheat sRNA reads in related monocot species.

miRNAs	Ancestral Species	*Brachypodium*	*Hordeum*	*Oryza*
Known miRNAs	6	58	90	76
True Novel miRNAs	4	28	95	17
Candidate Novel miRNAs	113	363	817	250

Putative wheat miRNAs were mapped onto available genome sequence of other monocot plants (*Brachypodium distachyon*, *Hordeum vulgare* and *Oryza sativa*) and progenitors of wheat (*Triticum urartu*, *Aegilops speltoides* and *Aegilops tauschii*). Novel miRNAs for which corresponding star sequences were found (true novel); not found (candidate novel).

Two of the miRNAs mapping onto ancestral genomes, Anc_9 and Anc_76, were experimentally validated by determining their expression profile in different tissues, under various abiotic stress conditions and in response to exogenous treatment of hormones. While Anc_9 mapped onto both wheat (named as wheat candidate novel miRNA, tae_C713) and *A. speltoides* genomic sequences, Anc_76 matched only with genomic sequence of *A. speltoides*. When compared with shoot tissue, Anc_9 was highly up-regulated (8-fold) while Anc_76 was drastically down regulated (306-fold) in root tissue (Figure 7A). Interestingly, Anc_76 was found to be up-regulated in response to water deficit stress and conditions of nutrient deprivation (potassium and phosphorous-deficiency). Both miRNAs exhibited significant accumulation when seedlings were treated with 72 h of cold stress (Figure 7B). It would be worthwhile to perform comparative genomic studies on these candidate miRNAs and their corresponding targets among various progenitors of wheat.

**Figure 7:**
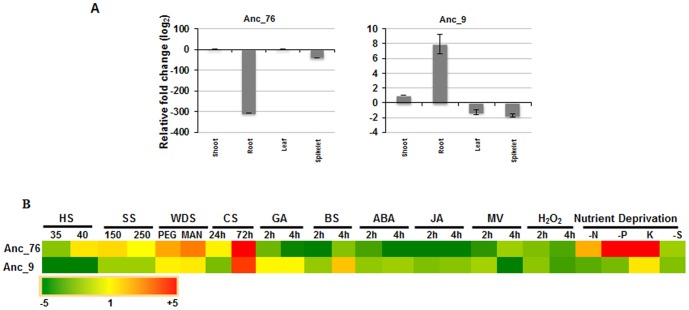
qPCR validation and expression analysis of wheat miRNAs mapping onto genomic sequence of ancestral species in tissues and during various stresses in wheat. PolyA tailing followed by cDNA synthesis and qPCR was employed for validation of miRNAs and the expression level of miRNAs were normalized with respect to wheat 5(A) qPCR of miRNAs in tissues; (B) Heat map representation of qPCR of miRNAs during abiotic stress and application of hormones. (HS_35: heat stress at 35°C; HS_40: heat stress at 40°C; SS_150: salinity stress with 150 mM NaCl solution; SS_250: salinity stress with 250 mM NaCl solution; WDS_PEG: water-deficit stress by 20% PEG solution; WDS_MAN: water-deficit stress by 400 mM mannitol; GA: gibberellic acid; BS: brassinosteroids; ABA: abscisic acid; JA: methyl jasmonate; oxidative stress imposed by hydrogen peroxide (H_2_O_2_) and methyl viologen (MV); CS: cold stress; N: nitrogen deprivation; P: phosphorus deprivation; K: potassium deprivation; S: sulphur deprivation)

### Identification, validation and expression profiling of target genes of known and novel miRNAs

Identification of gene(s) that are targeted by miRNAs is crucial for elucidating their biological function in plants and unraveling the complex regulatory network of miRNA-target interaction. Since plant miRNAs and their corresponding targets exhibit high sequence complementarity, target genes can be computationally predicted. Plant small RNA target finder (psRNA Target finder; www.palntgrn.org/psRNATarget/) software [72] was employed with default settings and wheat DFCI gene index (TAGI) version 12 was used as reference genome dataset. We predicted 402 and 8344 targets for 47 known and 1079 novel miRNAs in wheat, respectively (Table 2, Table S6.1–S6.3 in File S1). Except bdi-miR171c, tae-miR1136 and hvu-miR6201, which had only a single target all the other known miRNAs had multiple targets. Similarly, one target each was predicted for 3 novel miRNAs and 59 candidate novel miRNAs (Table S6.1–S6.3 in File S1). The maximum numbers of targets were 46 in case of MIR164 family and 24 for tae_16. No target genes could be predicted for miR166, miR1117, miR5139, tae_29 and tae_30, which could be due to unavailability of complete wheat genome sequence and annotation. One of the interesting targets for heat stress down-regulated tae_19 is the A6N0C7 Cluster: Polyubiquitin containing 7 ubiquitin monomers (TC392334). Polyubiquitin genes are induced under conditions of heat shock [73] and hence tae_19 could be a regulatory component of heat-induced protein surveillance machinery. Similarly, expression level of tae_22 also declined during heat stress for which one of the predicted targets is Q8H4Q9 Cluster: GTP-binding protein Rab6. The predicted target belongs to superfamily of GTP-binding proteins that are known to be involved in regulating diverse cellular processes, including stress tolerance in plants [74]. The predicted targets of both the known and novel miRNAs were subjected to gene ontology (GO) clustering analysis and it was found that maximum number of targets were associated with cellular component followed by molecular function (Figure 8, Table S7.1–S7.2 in File S1). Targets of several miRNAs are predicted to possess nucleotide-binding activity, are therefore, in all likelihood, represent transcription factors. Based on previous studies it is believed that plant miRNAs have strong propensity of targeting genes that encode for transcription factors [75]. In conclusion, the categorization of putative targets by GO analysis revealed that these miRNAs could be involved in diverse biological processes and varied physiological traits in wheat.

**Figure 8:**
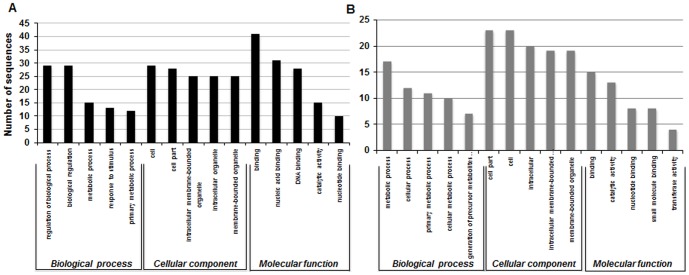
GO analysis of predicted targets of known and novel miRNAs. Top 5 sequences were selected for each category. Gene ontology of putative targets of (**A**) known miRNAs and (**B**) novel miRNAs.

On the basis of extent of sequence complementarity between miRNAs and putative target genes, target prediction software indicates the possible mechanism of action of miRNA as mRNA degradation or translational repression (Table 2, Table S5.1–S5.3 in File S1) [76]. A majority of plant miRNAs regulate expression of their target genes by cleaving the mRNA between 10 and 11 position with respect to the miRNA sequence [77]. To authenticate the cleavage of the target genes by the action of miRNAs, we performed a modified 5′ RLM-RACE experiment. 5′ RACE was performed, target cleavage products were cloned and sequenced to determine the precise mRNA cleavage sites. miR156, miR160 and miR164 were found to target wheat homologs of *A. thaliana* SPL gene, ARF10 and NAC1 [16], [58], [78]–[80]. It was found that all three known miRNAs tested in this study predominantly cleaved at the expected 10/11 position (Figure 9A). Additionally, we performed expression profiling of these target genes in various tissues and during stress conditions (Figure 9B). The targets of miR156 and miR164 were significantly up-regulated in spikelet tissue, which correlates inversely with the expression levels of corresponding miRNAs in the same tissue. Auxin response factor (ARF), target of miR160, did not exhibit any significant change in expression levels in response to the abiotic stresses as well as four tissues, which is in accordance with the minor changes in the levels of miR160 (Figure 4A, 9B). It is noteworthy that these targets belong to a large gene family and therefore it is important to determine how many members of each gene family are targeted by one miRNA. Previous studies have indicated that the same miRNA can target two different members of a family in a spatio-temporal manner [81]. Therefore it is equally important to determine the right pair (of miRNA and target) as well as condition (in which the target is cleaved by miRNA) to associate miRNA with a trait. In *Arabidopsis*, 16 members of plant specific SPL TF family involved in diverse developmental processes have been identified and of these 10 are targeted by MIR156/157 family [82]. Our analysis revealed that at least three wheat SPL genes exhibiting homology with rice SPL2, 11 and 16 are potentially targeted by miR156 which is in agreement with studies wherein 11 out of 15 SPL members were found to contain sequence complementary to MIR156 [83]. It is worthwhile to experimentally determine the target specificity of miR156 in wheat. Similarly, rice is known to encode 25 and 151 members of ARF and NAC family, respectively [84], [85]. More than one member of wheat ARF and NAC family was targeted by miR160 and miR164, respectively [86]. Identification of more members of SPL, ARF and NAC family of transcription factors in wheat would help in delineating more targets of miR156, miR160 and miR164, respectively and further provide insights on their role in plant development. Moreover, it is possible that different members are involved in different physiological processes and this could account for few tissues/stress conditions exhibiting inverse correlation in expression of miRNA and corresponding target gene. Manipulating the expression level of particular miRNA followed by studies on genome-wide changes would possibly provide clues on the potential targets. It would be interesting to experimentally validate targets for known as well as novel miRNAs identified in this study. To gain insight into miRNA-target interaction, high-throughput degradome sequencing of wheat tissue as well as stress-specific libraries when correlated with small RNA expression data will contribute to our understanding on the role of miRNAs and their targets in development and stress tolerance in wheat.

**Figure 9:**
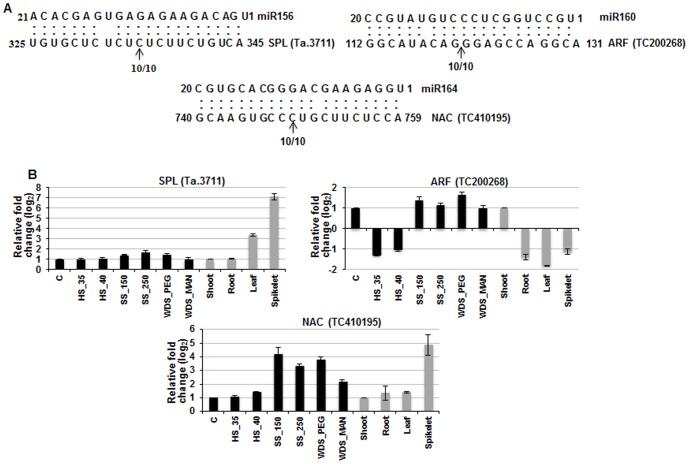
Validation of miRNA-directed cleavage of predicted target mRNA using 5′ RLM- RACE. (**A**) The cleavage sites of three target genes were identified using 5′ RLM-RACE analysis. The arrows indicate 5′ termini of miRNA-guided cleavage products and the number indicates frequency of the cloned PCR products sequenced. (**B**) Tissue- and abiotic stress-specific expression profiling of validated targets of wheat miRNAs. qPCR was performed and normalization was carried out with wheat APT (Adenine Phosphoribosyl Transferase) gene. Error bars represent standard error of three biological replicates. C: control wheat seedlings; HS_35: high temperature stress at 35°C; HS_40: high temperature stress at 40°C; SS_150: salinity stress with 150 mM NaCl; SS_250: salinity stress with 250 mM NaCl; WDS_PEG: water-deficit stress imposed by 20% PEG; WDS_MAN: water-deficit stress imposed by 400 mM mannitol.

## Conclusions

We employed a combinatorial approach of high-throughput sequencing followed by computational prediction of miRNAs to identify 47 known, 49 true novel and 1030 candidate novel miRNAs in wheat. Tissue-specificity and stress-responsiveness of a few of these miRNAs was determined using qPCR method. Target genes of wheat miRNAs were predicted and GO analysis was performed to functionally group these genes. We further validated the target genes: SPL-like, ARF10 and NAC1 of wheat miR156, miR160 and miR164, respectively by RLM-RACE method. Expression profiling of the target genes revealed an inverse correlation with miRNA expression profile in some tissues and/or stress. Mapping of wheat small RNA reads onto genomic sequences of related monocot species resulted in identification of several known miRNAs. It would be worthwhile to prepare a global expression atlas of all the identified wheat miRNAs by customized microarray methodology and perform degradome sequencing of wheat libraries to validate target regulation by specific miRNAs. With the completion of wheat genome sequencing project followed by annotation, a huge increase in identification of novel miRNAs is expected. Our present study has generated a valuable resource on wheat miRNAs, which could be utilized not only for understanding stress responses but also for engineering effective stress tolerance in wheat.

## Supporting Information

Figure S1 **Schematic workflow for the identification of wheat miRNAs in high throughput sequence reads obtained with eight pooled wheat small RNA libraries.**
(TIF) Click here for additional data file.

Figure S2 **Tissue-specific expression profiling of miRNAs identified in wheat by qPCR method.** PolyA tailing of total RNAs followed by cDNA synthesis and Taqman-based qPCR was employed for validation of miRNAs and normalization was carried out with wheat 5 S rRNA. Error bars represent standard error of three independent biological replicates.
(TIF) Click here for additional data file.

Figure S3 **Overlap of miRNAs among wheat and related monocot species.** Venn diagram representing overlap of novel miRNA population mapping onto genomic sequences of wheat, ancestral species (*Triticum urartu*, *Aegilops speltoides* and *Aegilops tauschii*), *Brachypodium*, *Hordeum* and *Oryza*.
(TIF) Click here for additional data file.

File S1 **File S1 includes the following: Table S1.** List of identified known microRNAs in wheat, their precursor information and read counts in each library. **Table S2.** List of identified variants of known microRNAs in wheat, their precursor information and abundance. **Table S3.** List of identified true novel microRNAs in wheat, their precursor information and normalized read counts in each library. **Table S4.** List of identified candidate novel microRNAs in wheat, their precursor information and normalized read counts in each library. **Table S5.1.** List of wheat miRNA sequences mapping onto genome sequence of ancestral species (*Aegilops speltoides, Triticum urartu* and *Aegilops tauschii*). The table contains precursor information along with the total abundance of miRNA sequence. **Table S5.2.** List of wheat miRNA sequences mapping onto genome sequence of *Brachypodium distachyon*. The table contains mapping summary, precursor information along with the total abundance of miRNA sequence. **Table S5.3.** List of wheat miRNA sequences mapping onto genome sequence of *Hordeum vulgare*. The table contains mapping summary, precursor information along with the total abundance of miRNA sequence. **Table S5.4.** List of wheat miRNA sequences mapped onto genome sequence of *Oryza sativa*. The table contains mapping summary, precursor information along with the total abundance of miRNA sequence. **Table S6.1.** Comprehensive list of predicted targets of identified known miRNAs in wheat. **Table S6.2.** List of predicted targets of true novel miRNAs in wheat. **Table S6.3.** Predicted targets of candidate novel miRNAs in wheat. **Table S7.1.** Gene ontology analysis of predicted targets of known miRNAs in wheat. **Table S7.2.** Gene ontology analysis of predicted targets of novel miRNAs in wheat. **Table S8.** Details of the primers employed in this study.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

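Small RNA libraries were sequenced by the authors on the Illumina Genome Analyzer IIx from 8 samples of wheat cv. PBW343, which were shoot, root, mature leaf, spikelet, and whole seedlings that were untreated or exposed to high temperature, salinity or water deficit. Each condition has 1 library. Samples were assigned to conditions from the sample labels and the paper's methods. The labels' source and tissue fields say whole seedling for the shoot and root samples. These samples were assigned by their titles and the paper. For the spikelet the labels' tissue field gives 50 days, whereas the paper and the labels' treatment protocol give 90 days. The paper's value was used.

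The deposited files hold, for each library, every sequence tag of 16 to 30 nt and its raw count of reads. To make these counts, the authors trimmed the adapters, collapsed identical reads, removed tags outside 16 to 30 nt, and eliminated matches to rRNA and tRNA, invalid sequences and low complexity sequences with UEA sRNA workbench v2.4. The counts were not normalized, and the tags were not limited to those that map to wheat sequence. Tags with no match to a miRNA in the paper's tables are therefore part of every library total. The totals ran from 1907780 reads in root to 8402998 in mature leaf, with a median of 5122570. A total enters each TPM as its denominator, so a few very abundant tags in a library lower the TPM of everything else in it.

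Mature, star and variant sequences were taken from Tables S1 to S4 of the paper, and their reads were counted by exact match of the whole tag. The list of miRNAs holds 853 of the paper's 1126, made up of 47 known miRNAs, 49 tae_x miRNAs and 757 tae_Cx candidates, and the other candidates were not analysed here. TPM was the count divided by the library total and multiplied by 1000000. A miRNA was called expressed in a library with at least 1 read. Fold change was the ratio of TPM in a stress library to TPM in control seedlings, with a threshold of 2 in each of the 3 stresses, among miRNAs with reads in all 4 seedling libraries. The paper's text does not say whether its 2-fold criterion applies to each stress or to any. Similarity of libraries was the uncentered Pearson correlation with average linkage named in the legend of Figure 3, and the miRNAs were drawn 1000 times with replacement to describe how far a result rests on single miRNAs.

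Shares have 95% Wilson intervals and ratios of counts in 2 libraries have exact conditional binomial (Clopper-Pearson) 95% intervals. Intervals and floors cover counting error only. No p-value was computed across conditions, since there are no replicates. At 3 reads, the smallest share taken as detectable was 0.357 TPM in mature leaf and 1.57 TPM in root.

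A rule for naming miRNAs was fixed before the data were examined. It covers every miRNA that the paper's results name by its ID and whose sequence its tables give, the 3 most abundant families, the most abundant miRNA of each group found in a single tissue, and in each stress the 2 largest rises and the 2 largest falls among miRNAs with at least 50 reads in the stress and control libraries together. Not all miRNAs that the rule covers are described, for example tae_C713. Others are named outside the rule as examples or as the most abundant of a group, for example tae_C134, tae_41 and tae_C467.

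The alternatives tried were a minimum of 3 or 5 reads for expression, reduction of every library to the depth of root (mean of 100 random draws), counting of tags with up to 2 more bases at the 3′ end, median-of-ratios size factors from tags with at least 50 reads in every library, reads per 1000000 reads of 20 to 24 nt tags, a pseudocount of 1 TPM, a minimum of 10 reads over the 4 seedling libraries, a 2-fold change in any 1 of the stresses, other scales for the clustering, and equal weights for the 8 libraries in the length shares. The size factors relative to the library totals ran from 0.323 in spikelet to 2.29 in shoot.

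The counting of ratios, shares and clusters was tested on simulated data. Of 853 simulated miRNAs, 200 were changed 4-fold, and 100% of those with at least 100 expected reads were recovered with 0 unchanged miRNAs called at that depth. Over all simulated depths 34 of 653 unchanged miRNAs passed 2-fold by counting error. Every simulated miRNA was given a minimum expected number of reads over the 4 seedling libraries. This count therefore does not show how often miRNAs of fewer reads pass the threshold. Among the 38 miRNAs that passed in the data, 6 had under 10 reads summed over these libraries. The intervals of ratios held the true value in 97.8% of cases and the Wilson intervals in 94.6%. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

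Precursor positions and hairpins were not analysed here because no wheat genome was used here. The qRT-PCR, target and RACE experiments are outside the sequencing libraries and were not re-derived.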

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

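Each of the results in this part concerns tags that are absent from the listed miRNAs analysed here. The rest of the paper's lists was not checked for them. The tests on adapter sequence, on single libraries, on the read count of the top tag and on the 20 nt share of root were chosen only after the result was seen, and the tests on fragments of longer RNAs were written down before.

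The most abundant tag of the 8 libraries, TCGCTTGGTGCAGATCGGGAC (21 nt), had 1170473 reads, 2.81% of all reads. It stands out because the tables analysed here do not list it while its reads exceed those of every miRNA in them. Its TPM was 64733 in mature leaf, 59113 in shoot, 45204 in root, 11350 in high temperature stress, 10942 in salinity stress, 9285 in water-deficit stress, 9143 in control seedlings and 699 in spikelet. Adapter sequence was weighed first, and the longest run of bases shared with the 5′ adapter was 4. A longer RNA cut at many places would give reads of many lengths, but the exact tag made up 96.0% of the reads with the same first 15 bases, above the 59.0 to 94.4% of 6 abundant listed miRNAs. A piece of a longer RNA with precise ends could not be separated from a small RNA by this test. A signal of a single library was not found, since 7 libraries had at least 1000 TPM. It is also unlikely to be a tae_Cx candidate that was not analysed here, because its reads are 2.202 times those of zma-miR156i-5p, which the paper names as its most abundant miRNA. Its sharp 3′ end could come from a processed small RNA, which remains a hypothesis. Tags that start at other bases were not counted, so the 5′ end of this tag was not tested. Whether it comes from wheat was not tested, because no genome was used here, and the lower level in spikelet has no replicate check.

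Pieces of a 5′ adapter made up 3.82% of the shoot reads. They are 11 tags of different lengths that all end in CTACAGTCCGACGATC, and they were 2.42% of the mature leaf reads, 0.855% in control seedlings, 0.689% in root, 0.354% in high temperature stress, 0.330% in water-deficit stress, 0.2005% in salinity stress and 0.159% in spikelet. Over the 8 libraries they had 538443 reads, 1.29% of all reads. Of the reads with this 3′ end, 83.1% were exact pieces of the 5′ adapter of Illumina small RNA kits. The adapter sequence was entered from general knowledge, because the paper's text does not print it. If they were fragments of a wheat RNA, reads would also run on past the shared end, and 1.18% did. Adapter left in the reads is therefore a candidate explanation for most of them. They add to the library total, so TPM values in shoot are lowered by up to this share. No biological explanation was tested.

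A single 20 nt tag, GGCGGATGTAGCCAAGTGGA, took 8.83% of the root reads. It had 88347 TPM in root, 8520 in salinity stress, 3694 in water-deficit stress, 3448 in high temperature stress, 365 in shoot, 362 in control seedlings, 42.1 in mature leaf and 2.58 in spikelet. It alone accounted for the high 20 nt share of root, which fell from 12.7% to 4.22% without the tag, inside the range of the other 7 libraries (0.991 to 5.92%). The 24 nt share of root rose from 40.6% to 44.5% without it. The exact tag was 73.6% of the reads with the same first 15 bases, above the lower quartile of abundant listed miRNAs (67.3%). This leaves open a piece of a longer RNA with precise ends, which this test could not separate from a small RNA. Root differs from shoot in tissue, but each is 1 library, so a difference between the tissues cannot be told apart from a difference between library preparations.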

How the results depend on the processing

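Every alternative named here was set before the data were examined. No paired analysis was possible because each condition has 1 library. For comparisons of libraries, lengths and lists, 42 values were the same under an alternative, 32 moved and 1 reversed. For log2 ratios of named miRNAs, 114 were the same, 18 moved and 6 reversed, and all 60 TPM values and 3 family ranks were the same. Values counted as the same were not always equal. Such ratios stayed within their 95% interval, which is wide at few reads. The spikelet to shoot log2 ratio of tae_19, for example, went from −1.82 to 1.00 with median-of-ratios size factors. Counts of miRNAs treated as the same differed by at most 1.5 times, such as 172 and 244 for tissue libraries only, at full and equal depth. Where a library had 0 reads of a miRNA, no log2 ratio was computed.

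With the 8 libraries weighted equally, the 24 nt share was 52.9% of redundant and 61.1% of unique reads, and the 20 to 24 nt share of redundant reads was 85.95%. With tags seen at least 2 times, these were 52.7%, 69.5% and 85.7%. The 24 nt class stayed the largest under both.

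With at least 3 reads for expression, 47 miRNAs were found in all 4 tissues, 68 only in shoot, 8 only in root, 0 only in root and spikelet, 192 in both stress and tissue libraries, and 313 only in tissue libraries. With at least 5 reads, 37 were found in all 4 tissues, 5 only in root, 14 only in spikelet, 0 only in root and spikelet, 110 in both stress and tissue libraries, and 39 only in stress libraries. At equal depth the means were 64.3 in all 4 tissues, 70.1 only in shoot, 77.4 only in root, 75.7 only in shoot and mature leaf, 4.82 only in root and spikelet, 390.2 in both stress and tissue libraries, and 129 only in stress libraries. Mature leaf kept the most miRNAs of a single tissue under each of these settings, and tissue-only miRNAs outnumbered stress-only miRNAs. The group of shoot and mature leaf was larger than that of mature leaf only with at least 3 or 5 reads, and smaller at equal depth. The depth of root limits the lists, because 1 read there is worth 0.524 TPM.

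With up to 2 more 3′ bases, 210 miRNAs were found in all 4 tissues, and the reads were 535638 for zma-miR156i-5p, 24692 for MIR166 and 45212 for MIR167. The number of miRNAs changed at least 2-fold was 130 when any 1 stress was enough and 16 with a pseudocount of 1 TPM, against 38.

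On log2(TPM + 1) the correlation of salinity and water-deficit stress minus the highest other pair was 0.00203, the reverse of its sign on TPM. In 7 of the 9 alternatives for the clustering heat and water deficit stayed the most similar pair. These 7 keep a linear scale, on which zma-miR156i-5p gave 99.2% of the sum of squares. They therefore say little about how far the pair depends on the other miRNAs.

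With median-of-ratios size factors, the ratios of spikelet to shoot reversed to log2 values of 1.71 for tae-miR160, 1.93 for vvi-miR166a, 2.41 for tae-miR171a, 0.68 for tae-miR1135, 1.85 for tae_15 and 1.65 for tae-miR167a. These size factors, at 0.323 in spikelet and 2.29 in shoot relative to the library totals, raise every spikelet to shoot ratio by the same amount. The reversals are therefore 1 change of scale and not separate results. The ratios of any other pair of libraries are likewise shifted alike, which also bears on the qRT-PCR directions. Of 40 directions from qRT-PCR in tissues, 8 were the same in sequencing under this setting, against 16 of 40 with library totals. For the other values above that moved or reversed, the cause was not tested.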

Differences from the paper's values

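Of 80 values compared with the paper's, 30 differed by more than 1.5 times. The list analysed here holds 853 of the paper's 1126 miRNAs, so its counts of miRNAs are of a part of the paper's list. The paper gives 248 miRNAs for shoot and mature leaf, and 163 were found here. None of the alternatives set before the data were examined closed the gap (143 with at least 3 reads, 109 with at least 5, 75.7 at equal depth, 144 with up to 2 more 3′ bases). The TPM values printed in the paper's tables for the same miRNAs also give 163. The paper gives 95 miRNAs with a change of at least 2-fold, and 38 were found here. The setting of a 2-fold change in at least 1 stress gave 130, which is within 1.5 times of the paper's value. It is above 95 although only part of the paper's list was counted, so this setting alone cannot give 95. The TPM values printed in the paper's tables for the same miRNAs gave 40 for each stress and 135 for at least 1 stress. The other alternatives gave fewer than 95 (16 with a pseudocount, 32 with at least 10 reads, 34 with median-of-ratios size factors, 46 with up to 2 more 3′ bases).

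Several known miRNAs differ from Table S1 in the columns of root, mature leaf and spikelet. For vvi-miR166d the paper gives 1694, 104 and 203 TPM, and the counts give 741, 385 and 126. For ccl-miR167a the paper gives 7416, 333 and 236 TPM and an abundance of 2313, and the counts give 863, 1684 and 401 TPM and 32167 reads. For ath-miR169h the paper gives 20.4, 0 and 0.574 TPM and an abundance of 111, and the counts give 2.097, 4.64 and 0 TPM and 207 reads. For bdi-miR171c-5p the paper gives 5.77, 0.357 and 0.143 TPM and an abundance of 9, and the counts give 0.524, 1.31 and 0.430 TPM and 25 reads. For ath-miR393a the paper gives 13.1 TPM in root, 1.904 TPM in mature leaf and an abundance of 35, against 7.86 TPM, 2.98 TPM and 168 reads. For osa-miR444b.1 the paper gives 12.6 TPM in root, 0.238 TPM in mature leaf and an abundance of 25, against 1.048 TPM, 2.86 TPM and 68 reads. For bdi-miR169k-5p the paper gives 0 TPM in root and 0.143 TPM in spikelet, against 0.524 and 0 TPM. For hvu-miR6201 the paper gives 0.238 TPM in mature leaf and 0 TPM in spikelet, against 0 and 0.287 TPM. The one alternative set before the data were examined for these TPM values was the library totals implied by the paper's own TPM. It could not close any of these gaps, because these totals were the same as those used here (1907780 in root and 8402998 in mature leaf). No alternative was set for the abundances.

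For family MIR167 the sum of the abundances in the paper's table is 13274, against 43128 reads here, and counting up to 2 more 3′ bases (45212) did not close the gap. For the variants of known miRNAs the sum of the paper's abundances over 45 variants is 241, against 886 reads. For the 7 candidates tae_C20, tae_C541, tae_C567, tae_C586, tae_C596, tae_C621 and tae_C688 the paper's abundances add up to 1885, of which 1417 are for tae_C621, against 0 reads of exactly the printed sequence for each. No alternative had been set before the data were examined for the variants or for these candidates.

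The paper ranks MIR166 second among the known families, whereas MIR167 was second here with 43128 reads and MIR166 the third with 21550. The paper's rank follows its printed abundances. For vvi-miR166d (14388) and ccl-miR167a (2313) these equal the reads of the 4 seedling libraries alone. In the paper 21 nt follows 23 nt among unique reads, whereas 22 nt had 1246700 unique tags here and 21 nt had 1222763. This order held in each of the 4 seedling libraries and was the other way in each of the 4 tissue libraries. The paper describes the libraries as similar in size distribution to the pooled data, from panels that show unique reads. Among unique tags 23 nt was second in every library here too, for example in shoot (13.1%), root (12.7%) and mature leaf (14.8%). Only among redundant reads was 21 nt second in shoot (17.2%), root (15.4%) and mature leaf (15.6%). In Fig. 1C the bar of unique 24 nt reads is lower for control than for salinity stress, whereas control had 2236640 such tags here and salinity stress 1488668. The paper groups salinity with water deficit in its clustering, whereas high temperature and water deficit had the highest correlation here (0.99999). On log2(TPM + 1), an alternative set before the data were examined, salinity and water deficit were the most similar pair (0.981), and the other alternatives for the clustering did not give that pair.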

Other observations

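The tests in this part on the control seedlings' normalization and counting error, on the 23 nt class, on the depth of mature leaf and on longer tags were written down before their results were seen. The others, on sets of libraries, on the spikelet tags, on miR156i and on the paper's tables, were chosen only after the result was seen.

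Control seedlings hold both shoots and roots of the same age as the shoot and root libraries, so their TPM would be expected between the values of shoot and root. This relies on the titles and the paper, because other label fields call the shoot and root samples whole seedling. Among 31 miRNAs with at least 100 reads in these 3 libraries, 15 lay outside by more than 2-fold, 2 above (tae_15 and tae_17) and 13 below. Osa-miR1432 had 1.35 TPM in control seedlings, 90.6 in shoot and 49.3 in root, and tae_15 had 169, 1.69 and 6.81 TPM. Normalization to the library total was tested with median-of-ratios size factors, under which 11 of the 15 stayed outside on the same side. Counting error was tested with the intervals of both ratios, which excluded 2-fold for 10 of the 15. All 3 stress libraries, also from whole seedlings, lay on the same side as the control for 11 of the 15. The pattern is consistent with a difference between the set of whole-seedling libraries and the set of tissue libraries. Handling, sequencing batch and growth differ together in these sets or are not recorded, so a biological cause cannot be told apart from a technical one.

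Many abundant spikelet tags appeared in the shoot library at a steady low ratio. Of 210 tags with at least 1000 spikelet reads, 177 were 24 nt long, and 175 had at most 5 reads in the seedling and root libraries. These 175 had 350231 spikelet reads, 2539 shoot reads (0.725%) and 246 mature leaf reads (0.0702%). The most abundant, TGCTGACCTGGAACCGGATGACAT, had 14626 reads in spikelet, 69 in shoot and 8 in mature leaf. Shoot reads of these tags followed 1 ratio with a dispersion of 1.85, where 1 is counting error alone. Low expression in shoot tissue might also show in control seedlings. Over the 24 nt tags with at least 1000 spikelet reads, chosen without regard to the other libraries, control seedlings had 283 reads, 0.117 of the number expected from the 2758 shoot reads at its depth. Control seedlings were also far below shoot for listed miRNAs such as osa-miR1432 (1.35 against 90.6 TPM) and tae_24 (152 against 1662 TPM). This test therefore cannot exclude expression in shoot. Reads carried over from the spikelet library during preparation or sequencing are another candidate explanation. The ratio of shoot to spikelet reads is small. With 6974542 spikelet reads, carry-over at this ratio would be enough to place single reads of spikelet miRNAs in shoot. The calls made at 1 read in shoot and in spikelet may be affected.

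The paper proposes degradation of 24 nt species or length diversity for the 23 nt class. The share of 23 nt reads contained in a 24 nt tag was 8.07 times the share that overlapped one by 22 bases without being contained, which is consistent with truncation of 24 nt sequences. The ratio was also above 1 for other lengths, at 10.4 for 22 nt, 29.3 for 21 nt and 4.80 for 24 nt. By unique tags, 33.9% of 23 nt tags were contained in a 24 nt tag, against 17.0% of 22 nt tags in a 23 nt tag. The pools searched differ in size, with 12041667 unique 24 nt tags and 3207081 of 23 nt. Overlap without containment was also more frequent for 23 nt tags, at 8.79% against 6.14% for 22 nt. The contrast by unique tags therefore cannot set the 23 nt class apart. Of the 23 nt reads, 53.7% shared an end with a 24 nt tag. Truncation and a choice of lengths at 1 place both give shared ends, so this value cannot separate them.

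Mature leaf had the most miRNAs of a single tissue and also the deepest library. At equal depth it still had the most, by a factor of 1.16 over root, but the draws ranged from 72 to 113 for mature leaf and from 66 to 88 for root. At full depth the numbers were 101 for mature leaf and 26 for root, and at equal depth 89.5 and 77.4. Depth thus accounts for part of the lead over root, and the ranges of the draws overlap.

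The rank of heat and water deficit as the most similar of all pairs rests on zma-miR156i-5p. Without this miRNA, the correlation of heat and water deficit minus the highest other pair was −0.0171, and control with salinity was the most similar pair (0.996). The correlation of heat and water deficit was then 0.978, still the highest of the stress pairs. Heat and salinity had 0.840, and salinity and water deficit had 0.730. Leaving out zma-miR156i-5p thus changed the most similar pair on TPM, but not which stress pair was highest. That order can again rest on a single miRNA, tae_17. It had 1869 TPM in control, 744 in salinity, 98.2 in heat and 68.6 in water deficit. For comparison, tae-miR156 had 35.1 TPM in control and 82.6 in salinity. The order without tae_17 was not tested.

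For 8 known miRNAs whose TPM differs from Table S1, a shift of the tissue columns was tested. In all 8 the printed root, mature leaf and spikelet values fit columns moved by 1 place. They are the counts of mature leaf, spikelet and root divided by the totals of the columns they stand in. For bdi-miR169k-5p this rests on 1 root read, printed as 0.143 TPM for spikelet. For each of them except bdi-miR169k-5p the printed abundance is the sum over the 4 seedling libraries. It was 2313 for ccl-miR167a and 14388 for vvi-miR166d. For 44 of the 45 variants of Table S2 the printed abundance is likewise the sum over the 4 seedling libraries, whose total was 240 reads against 886 in all 8.

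Of the 7 tae_Cx candidates with 0 reads of their printed sequence, 6 had tags that start with the same 16 bases. Their reads were 1568 for tae_C596, 661 for tae_C621, 116 for tae_C688, 71 for tae_C541, 11 for tae_C20 and 7 for tae_C586, and 0 for tae_C567. The paper's abundance was above these reads for tae_C621 (1417), tae_C541 (163), tae_C20 (32) and tae_C586 (23). A printed sequence that differs at its 3′ end from the tags therefore cannot supply the whole abundance of these candidates. It remains a candidate explanation for tae_C596 and tae_C688, whose reads were above the printed abundance.

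The directions that the paper reports from qRT-PCR were set beside the sequencing ratios of the same miRNAs, as a description of single libraries. In tissues, 16 of 40 directions were the same in sequencing, 7 were opposite and 17 were open because the interval of the ratio included 0 on the log2 scale. In the stresses, 3 of 30 were the same, 5 were opposite and 22 were open. No explanation was tested.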
